# TBR-760, a Dopamine-Somatostatin Compound, Arrests Growth of Aggressive Nonfunctioning Pituitary Adenomas in Mice

**DOI:** 10.1210/endocr/bqaa101

**Published:** 2020-06-27

**Authors:** Heather A Halem, Ute Hochgeschwender, Jeong Keun Rih, Richard Nelson, G Allan Johnson, Arunthi Thiagalingam, Michael D Culler

**Keywords:** TBR-760, nonfunctioning pituitary adenoma, dopastatin, dopamine, somatostatin, BIM-23A760

## Abstract

TBR-760 (formerly BIM-23A760) is a chimeric dopamine (DA)-somatostatin (SST) compound with potent agonist activity at both DA type 2 (D2R) and SST type 2 (SSTR2) receptors. Studies have shown that chimeric DA-SST compounds are more efficacious than individual DA and/or SST analogues, either alone or combined, in inhibiting secretion from primary cultures of human somatotroph and lactotroph tumor cells. Nonfunctioning pituitary adenomas (NFPAs) express both D2R and SSTR2 and, consequently, may respond to TBR-760. We used a mouse model with the pro-opiomelanocortin (POMC) gene knocked out that spontaneously develops aggressive NFPAs. Genomic microarray and DA and SST receptor messenger RNA expression analysis indicate that POMC KO mouse tumors and human NFPAs have similar expression profiles, despite arising from different cell lineages, establishing POMC KO mice as a model for study of NFPAs. Treatment with TBR-760 for 8 weeks resulted in nearly complete inhibition of established tumor growth, whereas tumors from vehicle-treated mice increased in size by 890 ± 0.7%. Comparing TBR-760 with its individual DA and SST components, TBR-760 arrested tumor growth. Treatment with equimolar or 10×-higher doses of the individual SST or DA agonists, either alone or in combination, had no significant effect. One exception was the lower dose of DA agonist that induced modest suppression of tumor growth. Only the chimeric compound TBR-760 arrested tumor growth in this mouse model of NFPA. Further, significant tumor shrinkage was observed in 20% of the mice treated with TBR-760. These results support the development of TBR-760 as a therapy for patients with NFPA.

Nonfunctioning pituitary adenomas (NFPAs) are tumors that arise in the pituitary gland, typically from gonadotrophs (1). Clinically and biochemically, these tumors are not associated with a hormone hypersecretion syndrome and thus, often present as macroadenomas that cause clinical signs and symptoms due to mass effect given the location of the pituitary near critical anatomical structures. These signs and symptoms include visual defects, headache, pituitary hormone deficiencies and occasionally, cranial nerve deficits (2). NFPA prevalence is currently estimated to be 7 to 41.3 cases per 100 000 people, with a standardized incidence rate of 0.65 to 2.34 per 100 000 (3-5). First-line treatment for patients with NFPAs is neurosurgery, typically transsphenoidal surgery (TSS); however, owing to local invasiveness or risk to local anatomical structures, complete resection is often not achievable (6-8). Regrowth of remnants or recurrence occurs in about 50% of patients; therefore, TSS is not curative 6-8). The high rate of recurrence post-TSS leads to the need for continued and potentially lifelong clinical and radiologic monitoring of patients (7). At present, treatment options for remnant growth or tumor recurrence are limited to repeated neurosurgical intervention, radiotherapy, or both (2, 8, 9). Regrowth can occur in all patients, even those without measurable postsurgical remnant (10-12). Radiation therapy may be required as adjuvant therapy to neurosurgery; however, radiation therapy is associated with permanent hypopituitarism of one or all pituitary hormone axes and also requires long-term continued surveillance of patients. Damage to the optic chiasm, stroke and other neurologic complications, as well as secondary brain tumors, are also potential complications of radiation therapy (9, 13, 14). Currently, there are no approved medical therapies for NFPAs.

NFPAs have been shown to express high levels of dopamine (DA) type 2 receptor (D2R) and moderate levels of somatostatin (SST) receptors 2 and 3 (SSTR2 and SSTR3, respectively) (15-18). Consequently, both DA and SST analogues have been studied for their efficacy in the treatment of NFPAs. Several retrospective studies have been performed and have shown promising results (1, 19). In a historical cohort analysis, postoperative patients were either treated with a DA agonist (bromocriptine or cabergoline) or monitored without treatment (19). Of those patients receiving DA agonist therapy, one group of patients began treatment when a tumor remnant was detected on the first postoperative magnetic resonance imaging (MRI) (preventive), and another group began treatment when tumor remnant progression was detected (remedial) (19). It was found that tumor control was achieved in 87.3% of patients with preventive treatment, 58.4% with remedial treatment, and 46.7% in the control group without treatment (19). Another smaller study showed that combination therapy for 6 months with both an SST analogue (octreotide) and a DA analogue (cabergoline) in 10 patients with NFPAs resulted in tumor volume reduction by a mean of 30% in 6 patients, no change in 3 patients, and an increased volume in 1 patient (20). In 2019, the first prospective study was performed, which was an open-label, randomized, parallel study of patients with residual NFPAs after TSS tumor resection (21). Patients were either treated with the DA agonist cabergoline or monitored without treatment (nonintervention group). In the cabergoline treatment group, significant tumor shrinkage was observed in 28.8% vs 10.5% of patients in the nonintervention group, stabilization of tumor was observed in 66.1% vs 73.7%, and growth in 5.1% vs 15.8% of patients, respectively, after 24 months. Although both DA and SST analogues can affect the growth of some NFPAs, there remains a high unmet need for more effective medical treatments (1, 19, 21).

Investigation of chimeric compounds that combine both a DA moiety and a peptidic SST moiety within the same compound, and that retain the ability to potently bind both to DR and SSTR, has shown promise in suppressing secretion of growth hormone (GH) and prolactin (PRL) from functioning pituitary tumors (22, 23). The enhanced efficacy of these compounds may be related to homodimer and heterodimer receptor formation between the DR and SSTRs that results in enhanced signaling. Heterodimers with enhanced functional activity have previously been observed to form between the DA and SST receptors (24, 25). Specifically, ligand-dependent heterodimerization was shown to occur between human D2R and SSTR2 in multiple cell lines (24). Similar dimeric receptor interactions have also been observed with several other classes of G-protein–coupled receptors, including the opiates and somatostatin receptors (26-28). TBR-760 (previously BIM-23A760), a chimeric DA-SST analogue compound with high affinity both for D2R and SSTR2, has demonstrated significant suppression both of GH and PRL secretion from cultured primary human acromegalic tumor cells, with both potency and efficacy significantly greater than pure DA and SST analogues, either alone or in combination (23, 29, 30). Additionally, TBR-760 was shown to activate antiproliferative pathways and to inhibit the proliferation of primary cultures of human NFPA cells in vitro (15, 31).

To examine the effect of TBR-760 on NFPA growth in vivo, we used a novel animal model of NFPA, a pro-opiomelanocortin (POMC) knockout (KO) mouse in which both homozygous double KO and heterozygous KO mice develop highly aggressive NFPAs (32, 33). The NFPAs in these mice are macroscopically visible beginning at age 7 months and grow rapidly, with the majority reaching approximately 10- to 15-fold greater size by weight than the normal pituitary gland (33). As a consequence of the aggressive NFPA growth, the POMC heterozygous mice survival rate is 50% that of wild-type mice at age 42 to 45 weeks, with 100% mortality by 60 weeks (33). In the present study, we assess the ability of TBR-760 to affect the growth of the highly aggressive NFPAs that form in the POMC KO mouse model.

## Materials and Methods

### Receptor characterization

To determine whether the POMC KO mouse tumors had a similar receptor expression profile as human NFPAs and expressed the appropriate receptors to respond to the chimeric DA-SST compounds, the expression level of messenger RNA of D2R, SSTR2, SSTR3, and SSTR5 was examined. SSTR1 and 4 were not included because of the low binding affinity of TBR-760 (843 nM and > 1000 nM, respectively) (23). Additionally, BIM-23023 has a binding affinity greater than 1000 nM for SSTR1 and SSTR4 (23). Reverse transcriptase-polymerase chain reaction (RT-PCR) for each receptor was performed in triplicate using total RNA. Each sample was reverse transcribed by Moloney-murine leukemia virus RT. For negative controls, sterile water was added in place of RT. Oligonucleotide primers for the PCR amplification of D2R, SSTR2, SSTR3, SSTR5, and GAPDH (glyceraldehyde-3-phosphate dehydrogenase) were designed using the published sequences for the respective complementary DNA. Amplification was performed using *Taq* DNA Polymerase for 35 cycles.

#### Microarray samples and experimental design.

To determine how closely the spontaneous POMC KO mouse tumors resembled human NFPAs, and thereby are a representative model for studying human NFPAs, the whole genome transcriptomic profile of the POMC KO mouse tumors was compared with that of human NFPAs. To study the genomic expression of the POMC KO mouse tumors, 10 Affymetrix Mouse Genome 430 2.0 arrays (Thermo Fisher Scientific) were created from spontaneously generated pituitary tumor tissue from both heterozygote and homozygote POMC KO mice (33). Data are available through the Gene Expression Omnibus database (GSE151857).

To study the genomic expression of human NFPAs, 40 GeneChip Human Genome U133_plus 2.0 arrays (Thermo Fisher Scientific) were created from tumor tissues obtained from Massachusetts General Hospital. Use of human samples was approved by the Massachusetts General Hospital subcommittee for human studies and written, informed consent was obtained from patients before samples were included in tissue bank. For both the mouse and human tumors, total RNA was extracted using TRIzol (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s protocol. RNA concentration was measured by ND-1000 Spectrophotometer (NanoDrop, Thermo Fisher Scientific) and RNA quality was assessed with a 2100 Bioanalyzer (Agilent), and RNA integrity number values were determined. RT of equal amounts of RNA from each sample was performed, followed by hybridization to the Affymetrix GeneChip (Thermo Fisher Scientific). Transcriptomic profiling was performed on the Affymetrix platform (Thermo Fisher Scientific) according to the Affymetrix protocol on samples with RNA integrity number greater than 7. Posthybridization, washing, and staining of arrays was performed in an Affymetrix GeneChip Fluidics FS450 station followed by scanning using an Affymetrix GeneChip 3000 7G Scanner and Affymetrix Command Console (Thermo Fisher Scientific).

##### Microarray normalization, quality assessment, and analysis.

Technical quality of the arrays was assessed using GeneSpring GX software (version 9.2; Agilent Technologies) to detect low-quality arrays by analyzing the percentage of probes detected on each array and the 5:3 signal ratio of specific marker probes. The arrays were then normalized using the Robust Multichip Average algorithm built in the GeneSpring GX software. The MAS5 absolute call filter implemented in the Affymetrix GeneChip Operating Software (was used to determine present calls of the probes in the arrays. All probes showing absent calls were removed from further analysis. Principal component analysis was then performed across all genes and samples to identify potential outlier samples.

##### Conversion of probe sets for comparison.

To compare the differential genes from the 2 different species, probe set conversion was performed. The gene symbols of differential genes from the POMC mouse chip data (Mouse430_2) were converted to corresponding human gene symbols of the MGH human NFPA chip data (HG-U133_plus_2) using the Affymetrix probe identification conversion table between different species together with an internally developed application (Fig. 1).

**Figure 1.**
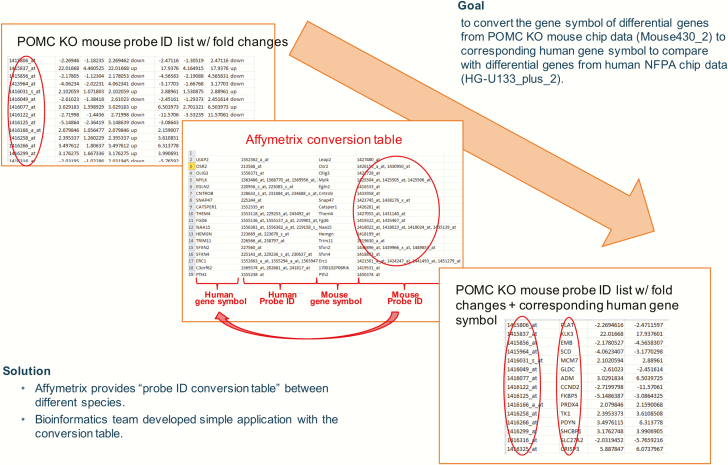
Comparison of human nonfunctioning pituitary adenomas (NFPAs) vs pro-opiomelanocortin (POMC) knockout (KO) mouse tumors: workflow.

#### Differential expression analysis.

In the POMC analysis, the differential genes were generated by comparing to pooled normal mouse pituitary. In the human NFPA analysis, the differential genes were generated by comparing to pooled human normal pituitary (Clontech Laboratories, now Takara Bio USA) and followed by subtracting marker genes such as *PRL*, *GH1*, and *POMC*from other pituitary subtypes. GeneSpring GX software was used to identify differential genes using a one-way analysis of variance (ANOVA) model with a false discovery rate of *P* less than .05 for multiple testing. Genes expressed significantly differentially between pituitary adenoma and normal pituitary tissues were generated with a fold-change cutoff of greater than 2.0 for further analysis. Pathway enrichment of the differential genes identified from POMC KO tumors and NFPAs was carried out using MetaCore (Clarivate Analytics). To evaluate the similarity of the expression pattern of the common genes, hierarchical clustering was performed on the 154 genes using GeneSpring GX software.

### Animals

All animal experiments were approved by the Duke University Institutional Animal Care and Use Committee and were in compliance with the US National Research Council’s Guide for the Care and Use of Laboratory Animals and the US Public Health Service’s Policy on Humane Care and Use of Laboratory Animals. Breeding pairs of heterozygous POMC mutant mice between ages 2 and 6 months were used to generate male and female heterozygous and wild-type animals (34). Genotyping was carried out by PCR as described (33). Mice were housed in same-sex groups of 3 or 4 animals per cage throughout the study.

### Compounds

The DA-SST chimeric compound, TBR-760 (formerly BIM-23A760), the individual SST analogue, BIM-23023, and the DA analogue, BIM-53097, were used. The binding and agonist activity at human D2R and SSTR2 for all of the compounds are shown in Table 1. The compounds were dissolved in 2% Solutol HS15 (w/w in water; Millipore Sigma 42966, Merck) and filtered using a 0.22-µm polyvinylidene fluoride filter (EMD Millipore, Cole-Palmer). Adjusting for peptide content, solutions were prepared to administer the desired doses at 0.15 mL per 30-g mouse. Solutions to deliver final concentrations for study 1 (all TBR-760) of 12.5 mg/kg, 1.25 mg/kg, and 0.125 mg/kg, and for study 2 of 1 mg/kg (TBR-760), and TBR-760 molar equivalent doses of 1 and 10 mg/kg of BIM-23023, 2 and 20 mg/kg BIM-53097 (reflecting the fact that TBR-760 has 2 DA moieties for each SST moiety), and a combination of 1 mg/kg BIM-23023 + 2 mg/kg BIM-53097, were aliquoted into Eppendorf tubes and stored at –80°C. For dosing, vials were brought to room temperature, solutions were mixed thoroughly, and injected subcutaneously using a 0.5-mL insulin syringe.

**Table 1.** Receptor binding affinity and agonist activity at human dopamine type 2 and somatostatin type 2

Compound	D2R binding, Ki nM	D2R agonist activity cAMP, EC_50_ nM	SSTR2 binding, Ki nM	SSTR2 agonist activity cAMP, EC_50_ nM
TBR-760	12.1^*a*^	0.064^*a*^	0.01^*a*^	1.22^*a*^
BIM-23023	–	–	0.42^*b*^	0.14^*b*^
Octreotide	–	–	0.43^*b*^	0.2^*c*^
BIM-53097	22.1^*b*^	0.03^*b*^	–	–
Cabergoline	0.8^*a*^	0.026^*a*^	–	–

Abbreviations: cAMP, 3′,5′-cyclic adenosine 5′-monophosphate; D2R, dopamine type 2 receptor; SSTR2, somatostatin type 2 receptor.

^*a*^Internal Tiburio data.

^*b*^(35), 2018.

^*c*^Ipsen historical data.

### Mouse studies design

Wild-type mice (3 male, 3 female) at age 6 months were scanned by MRI to determine average normal pituitary size. Heterozygous POMC KO mice were screened using MRI starting at average age 6.5 months (range, 5.5-9.5 months). These screening scans served to select animals for the study once reaching the baseline tumor volume of 10 mm^3^ and to ensure reasonably homogenous groups. Most animals developed tumors within an average of 1.5 months after their first scan and at that point were randomly assigned to experimental groups. Two studies were conducted, the first comparing several doses of TBR-760 vs vehicle, and a second study comparing a fully effective dose of TBR-760 vs the molar equivalent and the 10× molar equivalent (based on the dose of TBR-760) of a pure SST agonist (BIM-23023), a pure DA agonist (BIM-53097), and the combination of the two. The concentration of the DA agonist was doubled to reflect the 2:1 ratio of DA:SST moieties present in TBR-760.

All groups were composed of 3 males and 3 females, with the exception of the vehicle- and TBR-760-treated groups (n = 8, 4 males/4 females) of the second study, which were maintained for survival analysis as described later. Once entered into the study, all mice received MRI scans for baseline, followed by scans at 2 weeks, 1 month, and 2 months after the baseline scan. Once tumor volume reached 10 mm^3^ in the heterozygous POMC KO mice, the mice were treated by daily subcutaneous injection, with each injection given at the same approximate time of day. The mice were euthanized 8 weeks after start of treatment (ie, after the last scan), and pituitary tissue was collected, weighed, and flash-frozen, with the exception of the TBR-760 and vehicle-treated groups in the second study, which were maintained for survival analysis.

### Magnetic resonance imaging screening

All studies were conducted on a Bruker 7T/210 mm Biospec system (Bruker) at the Duke Center for In Vivo Microscopy. The initial screening scans, conducted at age 6 months in wild-type mice, and average age 6.5 months (range, 5.5-9.5 months) in heterozygous POMC KO mice, were fast scans with scan times of 4 minutes (rapid acquisition with refocused echoes [RARE], repetition time [TR] = 1 second, echo time [TE] = 50 ms; 100 μm × 100 μm × 0.4 mm). Images were analyzed in ImageJ (36). Treatment monitoring MRI scans were carried out at 2 weeks, 1 month, and 2 months after start of treatment. For all monitoring scans, parameters were 40-minute scan time (RARE; TR = 5 seconds, TE = 50 ms; 100 μm × 100 μm × 0.3 mm). All scans included complete sectional scans of the pituitary, which were used to calculate tumor volume. MR images were preprocessed using bias field correction to account for the sensitivity profile of the receive coil, thus enhancing the tumor contrast. A trained analyst then manually segmented the tumor on each slice of the MRI. Volume of the tumor was then calculated by multiplying the area of the segmentation by the slice thickness for each slice of the image.

### Survival analysis

In the second study, the survival of TBR-760–treated mice was examined and compared with vehicle-treated mice. After the initial 8-week treatment period was complete, vehicle-treated mice were paired with TBR-760–treated mice, and treatment continued as before. When a vehicle-treated mouse died, its TBR-760-treated mouse partner continued to receive treatment for an additional 8 weeks before being euthanized. On death or euthanasia, pituitaries were collected, weighed, and flash-frozen.

### Statistical analysis

Statistical analysis was performed using PRISM8 (GraphPad 2018). An ANOVA was performed followed by post hoc analysis with Dunnett’s multiple comparisons test. Results are expressed as mean ± SEM. *P* less than .05 was considered statistically significant. Survival analysis was performed using PRISM8 using the Gehan-Breslow-Wilcoxon test to compare the survival curves.

### Pharmacokinetic analysis

To study and compare the pharmacokinetic behavior of TBR-760, the DA analogue BIM-53097 and the SST analogue BIM-23023 solutions with appropriate concentrations were prepared as described earlier and mice were injected subcutaneously at time 0 with a dose of 4 mg/kg. Blood samples were collected at 15 and 30 minutes, and 1, 2, 4, 6, 8 and 24 hours after injection, and processed to obtain plasma. The determination of TBR-760, BIM-23023, or BIM-53097 was based on 100 μL plasma volume and was carried out by high-pressure liquid chromatography tandem mass spectrometry (HPLC-MS/MS) after protein precipitation with acetonitrile and subsequent solid-phase extraction. HPLC-MS/MS was performed on an AB SCIEX API 4000 LC-MS/MS with electrospray ionization operated in multiple-reaction monitoring mode for the analysis (Waters Corporation). Pharmacokinetic parameters were calculated by noncompartmental analyses using WinNonLin (version 5.2).

## Results

### Receptor and genomic expression analysis of pro-opiomelanocortin knockout mouse adenomas

To determine the relevance of POMC KO mice as a model for studying the effect of the chimeric compound TBR-760, as well as DA and SST analogues on human NFPAs, the expression of D2R, SSTR2, SSTR3, and SSTR5 messenger RNA was examined. The tumors displayed high expression of D2R (20 000 ± 8000 copy/copy 18s) and moderate expression of SSTR3 (55 ± 75 copy/copy 18s), with lower levels of SSTR2 and SSTR5 (9 ± 3 and 18 ± 10 copy/copy 18s, respectively; Fig. 2). This is similar to the expression profile observed in human NFPAs (15, 18). Microarray analysis both of human NFPAs and POMC KO tumors was performed and compared (Fig. 3). 

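Expression in pituitary tumors of POMC KO mice was far from that in normal mouse pituitary. On the first principal component, which held 62.1% of the variance, the 4 heterozygous tumor samples lay at -45.8, -39.3, -32.6 and -19.5. The homozygous tumor sample lay at 2.66, and the 2 normal pituitary samples lay at 65.9 and 68.6. The second component held 15.5%. In hierarchical clustering by correlation the normal samples joined each other first. The heterozygous tumors formed their own branch, the homozygous sample joined that branch, and the normal samples joined it last.
The mouse data consist of 12 Affymetrix Mouse Genome 430 2.0 arrays, which measure transcripts by hybridization to sets of oligonucleotide probes. Of these, 8 held tumor RNA of heterozygous POMC KO mice, 2 held tumor RNA of homozygous POMC KO mice and 2 held normal pituitary RNA. The authors normalized the arrays by the Robust Multichip Average algorithm, and the deposited values are on the log2 scale. No human array is among them. Of the probe sets, 24486 had a value at or above the overall median of 5.74 in at least 2 arrays and were tested. They named 12316 genes. Groups were compared with limma at the paper's thresholds, an adjusted p under 0.05 and a fold change over 2.
The tumor arrays fell in pairs by number (1 and 2, 3 and 4, 5 and 6, 7 and 8). Within the 5 pairs the correlation across probes was 0.997, and at most 2 probes differed by more than 2-fold. Arrays of different heterozygous pairs had correlations of 0.964 to 0.983, with 368 to 828 probes differing by more than 2-fold. The 2 normal arrays differed at 242 probes. Each pair was therefore averaged and counted as 1 sample, which leaves 4 heterozygous samples, 1 homozygous sample, 2 normal samples and 4 residual degrees of freedom. The paper names pooled normal pituitary as its reference, and whether the 2 normal arrays hold pools or single glands is not settled here. They count as 2 samples, and if they hold pools their spread is not that between animals. The lone homozygous sample is assumed to vary as the other groups do. This departs from the planned fit, which took the 12 arrays as separate samples, and from the series description, which counts each array as a mouse. The averaging was decided from the similarity of the arrays, before any probe was called, and the counts from the 12 arrays taken separately are given beside the main counts.

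**Figure D1:**
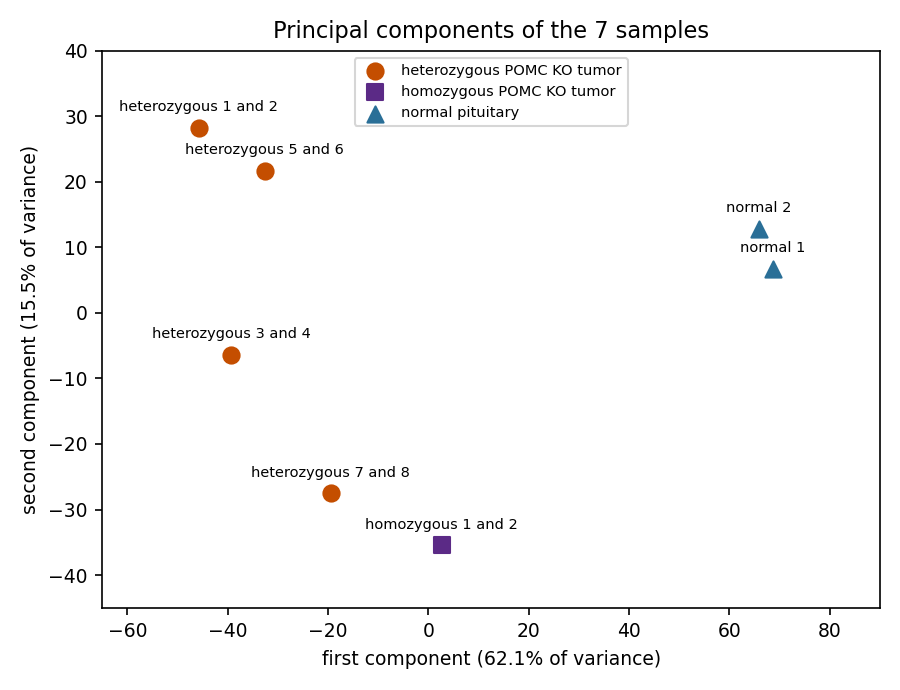
First and second principal components of the 7 samples over the tested probes, with the percentage of variance on each axis. Each point is 1 sample, and a tumor sample is the mean of a pair of arrays. The homozygous tumor lies at 2.66 on the first component, between the heterozygous tumors and the normal pituitaries.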

Hierarchical clustering showed a strikingly similar expression pattern in 154 common genes between human NFPA and POMC KO mouse tumors (Fig. 3).

**Figure 2.**
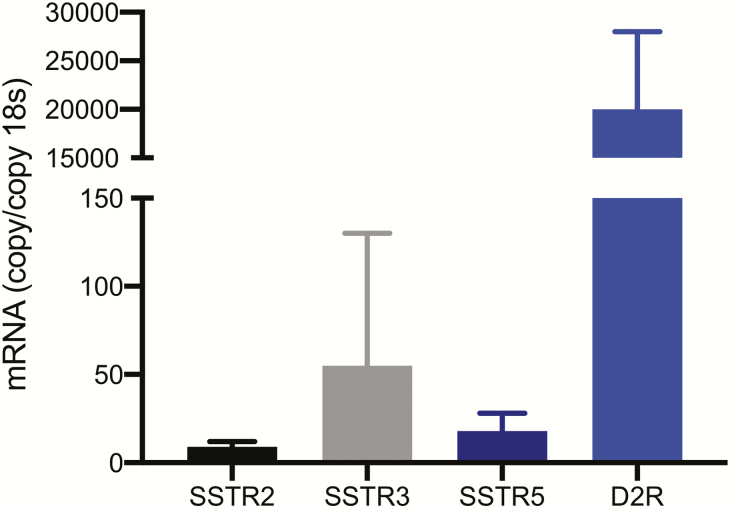
SSTR2 and D2R receptor expression in POMC knockout mouse tumors. Data are presented as mean ± SD, n = 11 tumors. SSTR, somatostatin receptor; D2R, dopamine receptor; POMC, pro-opiomelanocortin.

**Figure 3.**
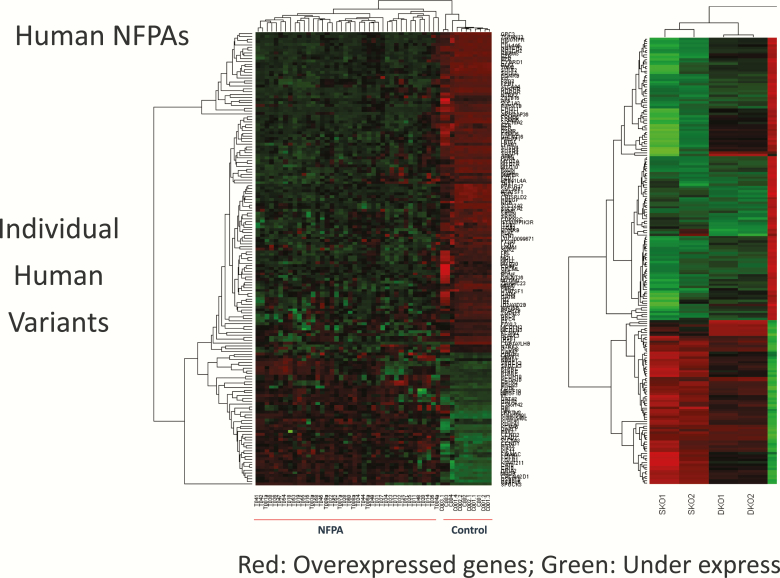
Hierarchical clustering: striking similarity in expression pattern of 154 common genes between human nonfunctioning pituitary adenoma (NFPA) and pro-opiomelanocortin (POMC) knockout (KO) mouse tumors.

### Microarray gene expression comparison between pro-opiomelanocortin knockout model and human nonfunctioning pituitary adenomas

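Transcripts of Pomc, the targeted gene, were nearly absent from the homozygous tumor sample and abundant in the heterozygous tumors. The log2 signal of Pomc was 7.18 in the homozygous sample, 15.25 ± 0.07 (SD, n = 4) in heterozygous tumors and 15.10 ± 0.02 (SD, n = 2) in normal pituitary. The log2 fold change against normal was -7.92 in the homozygous sample (standard error 0.15, adjusted p = 1.11e-06 from limma) and 0.16 in heterozygous tumors (standard error 0.11, adjusted p = 0.330). Signals this high lie near the upper end of the array's scale.
Against normal pituitary, 2126 probes differed in heterozygous tumors, 1203 of them higher and 923 lower. With the arrays centred on housekeeping genes the balance turned, with 1003 higher and 1104 lower. One of the housekeeping genes, Pgk1, was itself higher in heterozygous tumors (log2 fold change 1.05), and centring without it was not tested. In the homozygous sample 571 probes differed, 308 higher and 263 lower. This balance held with housekeeping centring (318 and 287). It turned with no filter on low values (310 and 326) and with the level of Xist, expressed in female cells, as a covariate (165 and 243). Xist was high in the homozygous sample and low in both normal samples, so sex could add to the differences between them. In both genotypes with the same sign, 468 probes differed (247 higher, 221 lower), and they named 349 genes (182 higher, 167 lower). Among the shared probes the balance turned to more lower ones in some settings, such as no filter on low values or repeated quantile normalization. With the level of Xist as a covariate, 132 shared probes were higher and 224 lower. The balance of the main fit was kept elsewhere. An example is housekeeping centring. Another 2 probes were called in opposite directions. If calls in the 2 genotypes were independent, 25.0 probes would be shared, and 100 simulations of unchanged tumors against the same normal samples gave a mean of 0. The simulated tumors had no changed probes, so this 0 cannot show how far the shared normal samples raise the count of 468. The log2 fold changes of the 2 genotypes correlated at 0.784 across probes, against 0.471 in these simulations, since both share the normal samples. Probes are not independent replicates.
Among the genes with large increases were Mmp12, the macrophage metalloelastase, Lyz2, a lysozyme of myeloid cells, the chemokine Ccl6 and the serotonin receptor Htr2c. Mmp12 had a log2 fold change of 5.25 (standard error 0.32, adjusted p = 0.000260) in heterozygous tumors and 3.97 (standard error 0.45, adjusted p = 0.0107) in the homozygous sample. The corresponding values were 4.37 and 3.10 for Lyz2, 5.10 and 3.27 for Ccl6 and 4.17 and 2.85 for Htr2c. Of 12 macrophage markers tested, 9 were higher in heterozygous tumors and none lower, and 1, Lyz2, was higher in the homozygous sample (9 and 3 when adjusted over the list alone). Genes with large decreases included Dapl1, at -4.87 (standard error 0.29, adjusted p = 0.000260) and -4.61 (standard error 0.41, adjusted p = 0.00614). Slc1a3, a glial glutamate transporter, was at -3.23 and -2.51, and Lama1, a laminin chain of the basement membrane, at -3.15 and -2.88. Each of these genes changed in the same direction in 4 of 4 heterozygous samples. Mmp12, Ccl6 and Htr2c in normal pituitary, at 3.46, 4.79 and 3.61, and Dapl1, Slc1a3 and Lama1 in heterozygous tumors, at 5.60, 5.60 and 4.27, lay under the median of all values, so the size of these changes is not exact.
With the 12 arrays as separate samples, 2219 probes were called in heterozygous tumors, 1203 in homozygous tumors and 929, naming 676 genes, in both. Calls in the homozygous sample rest on both normal samples, since without normal replicate 1 the probes called in both numbered 61 (42 genes) and without normal replicate 2 they numbered 51 (38 genes).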

In the analysis of POMC KO mouse tumors, 373 genes were differentially expressed in the tumors from both homozygote and heterozygote POMC KO mice when compared to normal mouse pituitary, with a 2–fold-change cutoff (Fig. 4). The human NFPA analysis revealed 2454 genes expressed more than 2.0-fold differentially compared with pooled human normal pituitary. These 2 gene lists were compared, and 154 genes that were commonly differentially expressed both in human NFPAs and POMC KO mice tumors were identified (Fig. 4).

**Figure 4.**
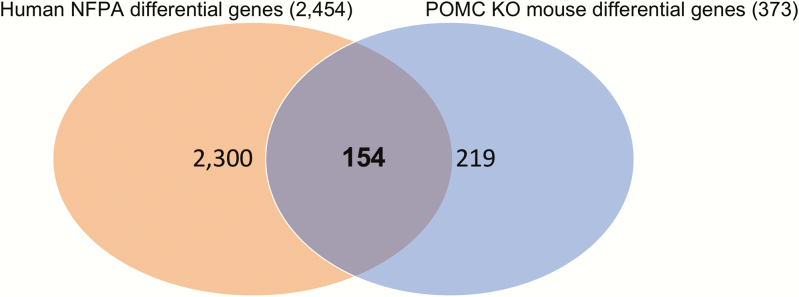
Comparison of human nonfunctioning pituitary adenoma (NFPA) differential genes with pro-opiomelanocortin (POMC) knockout (KO) mouse differential genes. Human NFPA differential genes: 3272 probes (2454 genes) generated by comparing 40 NFPA samples to pooled normal pituitary (11 technical replicates). POMC KO mouse differential genes: 425 probes (373 genes).

The 154 common genes were further analyzed for enriched functional and biological context using the MetaCore software to identify biological pathways highly associated with pituitary adenomas. 

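Lists of genes on the topics of the paper's pathway figures were tested in the mouse tumors. For most of these topics few members differed from normal pituitary in both genotypes. The topics were chosen by the study on these samples, so the counts are not independent evidence of a direction. In WNT signaling, 2 of 18 genes tested fell in both genotypes, the receptor gene Fzd1 and the secreted antagonist gene Sfrp5. The log2 fold change of Fzd1 was -1.66 in heterozygous tumors (standard error 0.12, adjusted p = 0.000318 from limma) and -1.42 in the homozygous sample (standard error 0.16, adjusted p = 0.0111). In Hedgehog signaling, 1 of 9 fell in both, Gli2, a transcription factor of the pathway, at -2.17 (standard error 0.15) and -2.10 (standard error 0.22). In FGF and ErbB signaling, Fgfr1 and Hbegf fell and Fgfr4 rose in both, of 17 tested. Fgfr1 was at -1.66 and -1.70, and Hbegf, a ligand of the epidermal growth factor receptor, at -1.35 and -1.52. In TGF-beta, GDF and activin signaling, Id2, a target gene of the pathway, rose (2.52 and 1.74) and Smad6, an inhibitor of it, fell (-1.89 and -1.45), of 27 tested. The sizes for Smad6 are not exact, since its signal in the tumors lay under the median of all values, as did that of Lama1. In extracellular matrix and integrin adhesion, 2 of 35 fell, Lama1 and Plat, the latter at -1.31 and -1.18. Esm1, made by endothelial cells, was the 1 of 24 angiogenesis genes higher in both (1.29 and 1.38). Ccnd1 was the 1 of 12 genes of the ESR1 nuclear pathway lower in both (-1.68 and -1.08). No gene was called in both for axon guidance (32 tested), synaptogenesis (24), NOTCH signaling (20) or the complement system (14).
Counts in heterozygous tumors rest on 4 samples against 1, and the difference between the genotypes in these counts was not tested. There, 6 of 18 WNT genes and 6 of 32 axon guidance genes were lower, with 1 and 2 higher, and 4 of 14 complement genes were higher and none lower. Macrophage markers rose as well, and C1qa, higher in heterozygous tumors, is in both lists. In NOTCH signaling 3 were higher and 4 lower, in angiogenesis 5 and 4, in extracellular matrix 7 and 3, in TGF-beta signaling 3 and 3, in Hedgehog signaling 1 and 2, in FGF and ErbB signaling 1 and 2, in the ESR1 nuclear pathway 0 and 3, and in synaptogenesis 0 and 1. Adjusted over the list alone, these counts were the same except for axon guidance (2 and 7), angiogenesis (5 and 5) and synaptogenesis (1 and 1). In the homozygous sample, counts adjusted over the list alone were 0 and 4 for WNT, 1 and 2 for Hedgehog, 1 and 3 for FGF and ErbB, 2 and 0 for angiogenesis, 1 and 0 for NOTCH, 1 and 1 for TGF-beta, 0 and 2 for extracellular matrix, 0 and 1 each for the ESR1 pathway and synaptogenesis, and 0 and 0 for axon guidance and complement.
None of these 11 lists was enriched among the genes called in both (one-sided Fisher's exact test, lowest adjusted p = 0.0759, for lower genes of FGF and ErbB signaling). By the unadjusted p of Fisher's exact test, this list (p = 0.0152) and lower genes of WNT signaling (p = 0.0170) were under 0.05. By camera with the preset correlation, lists lower in both genotypes were WNT (adjusted p = 0.000237 and 0.000983), Hedgehog (0.0129 and 0.00436) and TGF-beta signaling (0.0237 and 0.0200), and the complement list was higher (0.00841 and 0.0333). With an estimated correlation the adjusted p was 0.266 for each in heterozygous tumors, and in the homozygous sample 0.304 for the first 3 and 0.383 for complement. The estimated correlation of the WNT and Hedgehog lists (-0.0232 and -0.0151) lay under the preset 0.01, so correlated genes do not account for their loss. By fry the WNT, Hedgehog, TGF-beta and complement lists kept their direction in heterozygous tumors (adjusted p = 0.000809, 0.000959, 0.00268 and 0.00835). Calls in the homozygous sample were fewer without either normal sample, where the WNT list held none in both.

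**Figure D2:**
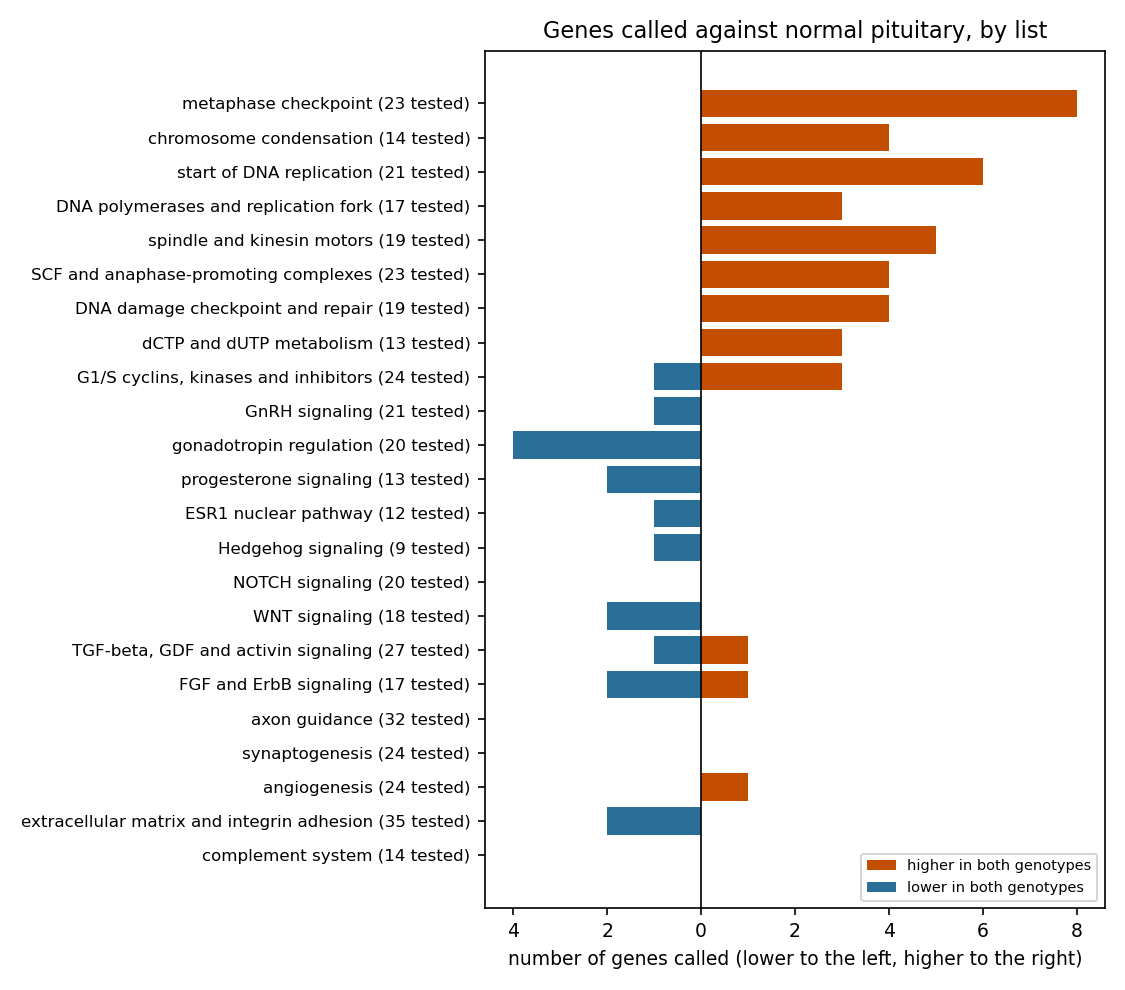
Number of genes in each list that were called in both tumor genotypes against normal pituitary, with genes higher in tumors to the right of 0 and genes lower to the left. The number tested stands beside each list. Metaphase checkpoint has the longest bar, 8 higher genes of 23, and gonadotropin regulation has the longest bar to the left, 4 lower genes of 20.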

Pathway enrichment analysis demonstrated that 15 pathways in 5 distinct categories were significantly enriched both in the human NFPAs and in the POMC KO tumors (*P* < .001) (Fig. 5).

**Figure 5.**
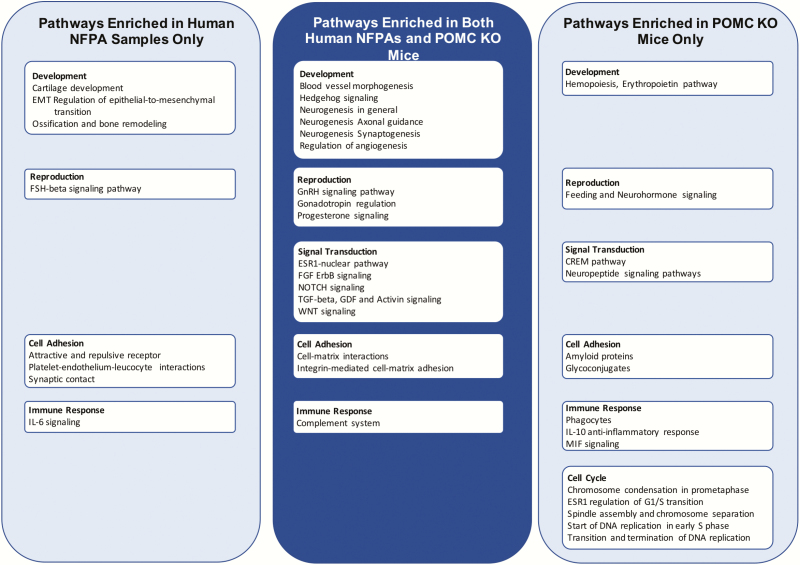
Pathways enriched in human nonfunctioning pituitary adenoma (NFPA) and pro-opiomelanocortin (POMC) knockout (KO) samples.

Gene enrichment analysis of the 219 genes differentially expressed identified several canonical pathways, most of which were associated with cell cycle regulation and were unique to the POMC KO tumors (Fig. 6).

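Many genes of mitosis and DNA replication were higher in heterozygous POMC KO tumors, and some of them were called in the homozygous sample too. In the lists on these topics a lower gene was called only among the G1/S genes. The lists hold genes known for each topic. The topics follow the paper's pathway maps, which came from these samples, so the counts are not independent evidence of a direction. Of 23 metaphase checkpoint genes, 19 were higher in heterozygous tumors and 8 in the homozygous sample (19 and 14 when adjusted over the list alone). Among the 8 were Bub1, Cdc20, Birc5 and Cdca8. The log2 fold change of Bub1, a kinase of the spindle checkpoint, was 2.38 (standard error 0.19, adjusted p = 0.000439 from limma) in heterozygous tumors and 1.95 (standard error 0.27, adjusted p = 0.0185) in the homozygous sample. Of 14 genes of chromosome condensation, 12 and 4 were higher (12 and 8 over the list alone), among them Ccnb2 (2.59 and 2.16) and Cdk1, the kinase that drives entry into mitosis (2.56 and 2.05). Of 21 genes for the start of DNA replication, 17 and 6 were higher (17 and 9). Cdt1, which licenses replication origins, was at 3.30 (standard error 0.17, adjusted p = 0.000176) and 2.39 (standard error 0.24, adjusted p = 0.00825), and Mcm6, a subunit of the replicative helicase, at 3.77 and 2.77. Of 17 polymerases and fork genes, 12 and 3 were higher (12 and 11), with Pole2 at 2.79 and 2.16. Of 19 spindle and kinesin motor genes, 18 and 5 were higher (18 and 13), with Ect2 at 2.07 and 1.63. Of 23 genes of the SCF and anaphase-promoting complexes, 5 and 4 were higher (5 and 4), with Cks2 4.61-fold and 3.29-fold higher. Of 24 G1/S cyclins, kinases and inhibitors, 9 and 3 were higher (9 and 5) and 2 and 1 lower (2 and 1). Cdkn2c, an inhibitor of G1 kinases, was higher (2.22 and 1.78), and Ccnd1, cyclin D1, was lower. The proliferation marker Mki67, chosen after its values were seen, was at 2.65 (adjusted p = 0.00140) and 1.98 (adjusted p = 0.0575), the latter past the fold change but not the p threshold. In normal pituitary Bub1, Birc5, Cdca8, Ccnb2, Pole2 and Ect2 lay under the median of all values, so the size of their increases is not exact. Heterozygous sample 5-6 lay apart below the other heterozygous samples for Mcm6 and Pole2 (10.07 and 7.81), and still above normal pituitary (6.98 and 5.32).
These 7 lists were enriched among genes higher in both genotypes, with adjusted p from 1.16e-08 for the metaphase checkpoint to 0.0173 for the G1/S list (one-sided Fisher's exact test against 12316 tested genes, of which 145 were higher in both when only the probe that stands for each gene is counted). By camera with the preset correlation, 6 of the 7 were higher in heterozygous tumors, from 2.03e-13 for the start of DNA replication to 0.00841 for the G1/S list, and the SCF list was not (adjusted p = 0.186). With an estimated correlation none passed: the adjusted p was 0.266 for each of the lists but the G1/S list (0.443) and the SCF list (0.631), and 0.304 to 0.569 in the homozygous sample. By fry these 7 lists were higher in heterozygous tumors, with adjusted p from 0.00175 for the start of DNA replication to 0.0180 for the SCF list. The housekeeping list was higher there by fry too (adjusted p = 0.0280). In the homozygous sample the chromosome condensation, G1/S and SCF lists did not pass by fry. Macrophage markers were also higher in heterozygous tumors, with a median log2 fold change of 1.51.
In heterozygous tumors the metaphase checkpoint count was 17 without either normal sample. In both genotypes together it was 0 without normal replicate 1 or 2, and 14 with the 12 arrays as separate samples.

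**Figure D3:**
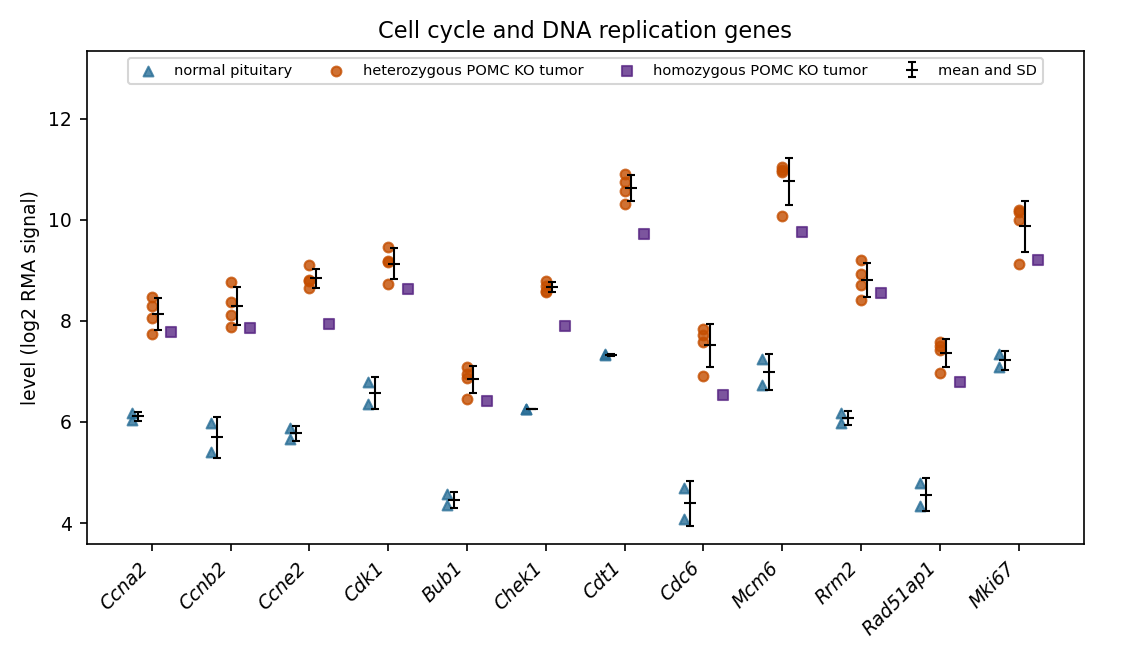
Log2 signal of 12 cell cycle and replication genes in each of the 7 samples (2 normal, 4 heterozygous and 1 homozygous), with mean and SD where a group has more than 1 sample. Mcm6 lies at 6.98 ± 0.36 in normal pituitary, 10.76 ± 0.46 in heterozygous tumors and 9.76 in the homozygous sample.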

**Figure 6.**
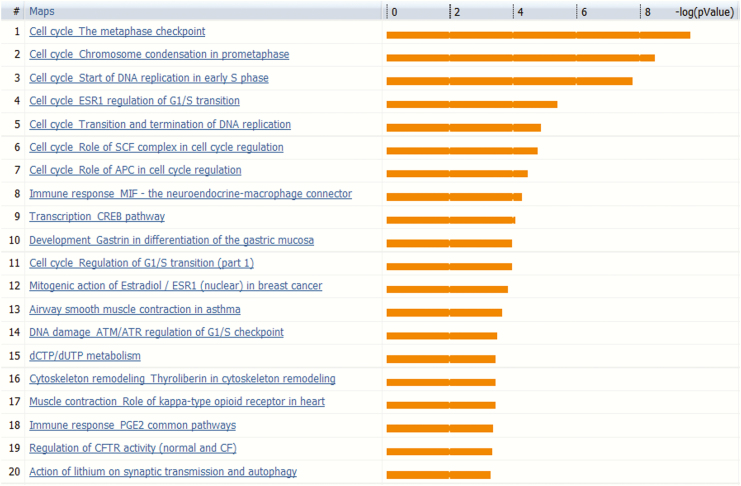
Canonical pathways enriched in 219 genes specific for pro-opiomelanocortin (POMC) knockout (KO) tumors: potential aggressive tumor pathways. The gene enrichment analysis was performed to identify canonical pathways highly associated with 219 differential genes. More than half of the top 20 pathways were related to cell proliferation: possible relevance to aggression.

### Study 1: effect of TBR-760 on tumor growth in pro-opiomelanocortin knockout mice in vivo

To establish whether TBR-760 had an effect on tumor growth in heterozygous POMC KO mice and to determine appropriate doses, mice (n = 6: 3 male and 3 female) were randomly assigned to treatment groups when their pituitary tumor volume reached approximately 10 mm^3^ as measured by MRI. At that time, treatment was initiated with daily subcutaneous injections of either vehicle or 0.125, 1.25, or 12.5 mg/kg of TBR-760 for 8 weeks. Mice treated with vehicle demonstrated dramatic tumor growth during the 8-week treatment period, increasing in volume from a mean of 8.2 ± 0.8 at baseline to 72.5 ± 5.9 mm^3^ (an increase of 890 ± 0.7%) (Fig. 7A). In contrast, treatment for 8 weeks with all doses of TBR-760 resulted in tumor volumes that were not significantly different from the baseline volume but were significantly different from the tumor volumes in vehicle-treated mice: 16.5 ± 2.6 mm^3^ (0.125 mg/kg TBR-760), 10.9 ± 1.1 mm^3^ (1.25 mg/kg), and 12.3 ± 1.0 mm^3^ (12.5 mg/kg) vs 72.5 ± 5.9 mm^3^ in vehicle-treated mice (Fig. 7A). The dramatic difference in tumor growth between vehicle- and TBR-760–treated mice was further confirmed by visual comparison and measurement of weights of pituitaries on death of the mice (Fig. 7B and 7C). The mean pituitary weight of age-matched wild-type mice was 1.9 ± 0.5 mg, which was significantly smaller than the tumor weight of heterozygous mice treated with vehicle (36 ± 7.4 mg, *P* < .007). In all the TBR-760-treated groups, the tumor weight was significantly different from the vehicle-treated mice, 5.4 ± 0.67 mg (0.125 mg/kg), 5.0 ± 0.61 mg (1.25 mg/kg), 4.8 ± 0.61 mg (12.5 mg/kg) vs 36 ± 7.4 mg in vehicle-treated mice (*P* < .001) (Fig. 7C).

**Figure 7.**
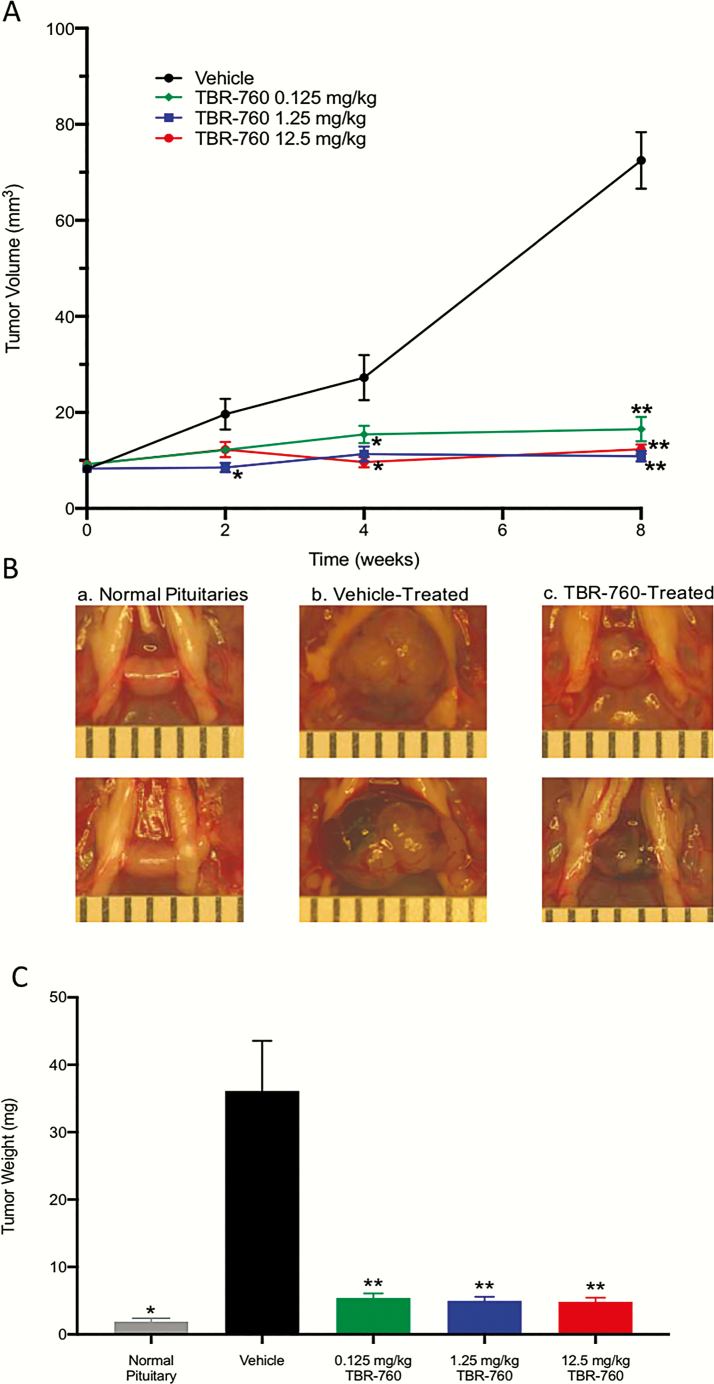
TBR-760 suppresses nonfunctioning pituitary adenoma growth in vivo. A, Tumor volume (mm^3^) over the 8-week treatment period. Data presented as mean ± SEM. *Significantly different from vehicle, *P* less than .05, n = 6. **Significantly different from vehicle *P* less than .003, n = 6. B, Photos of age-matched mouse pituitaries. a, Normal pituitaries, b, vehicle-treated, and c, TBR-760 treated (12.5 mg/kg) at the end of the 8-week treatment period. C, Tumor weight (mg) after 8 weeks of treatment (n = 6, except normal pituitary, n = 2). Data presented as mean ± SEM. *Significantly different from vehicle, *P* less than .02. **Significantly different from vehicle, *P* less than .001.

### Study 2: comparison of individual somatostatin and dopamine agonists vs TBR-760 in arresting tumor growth

To compare the ability of TBR-760 to arrest aggressive pituitary tumor growth in the POMC KO mouse model vs its individual SST or DA components, either alone or in combination, heterozygous POMC KO mice were again randomly assigned to treatment groups when they presented with tumors approximately 10 mm^3^ in size as determined by MRI. The individual DA analogue, BIM-53097, and the individual SST analogue, BIM-23023, were administered at equimolar and 10× doses of TBR-760 (2 or 20 mg/kg DA analogue and 1 or 10 mg SST analogue, reflecting the 2:1 DA:SST moieties of TBR-760). As observed in the earlier study, TBR-760 at a dose of 1 mg/kg/day completely arrested tumor growth so that it was maintained at the baseline tumor volume after 8 weeks of treatment with TBR-760, 8.5 ± 1.3 mm^3^ vs 54.6 ± 10.6 mm^3^ in vehicle-treated mice (*P* < .001; Fig. 8). In contrast, mice treated with vehicle once again displayed highly significant tumor growth during the 8-week treatment period (from 7.7 ± 1.1 at baseline to 54.6 ± 10.6 after 8 weeks: 612.1% increase). In 20% of TBR-760–treated mice, the tumors shrank by a mean of 44.7%. Mice treated with either dose of the SST analogue, the higher 10× molar dose of the DA analogue, and the combination of the 2, all failed to show significant effects on tumor growth, with tumor volumes after 8 weeks similar to that observed in the vehicle-treated animals (Fig. 8B). The one exception was the mice treated with the low (equimolar) dose of the DA analogue, which showed a decrease in tumor growth that was significantly different from vehicle (25.4 ± 3.2 mm^3^); however, the effect was much less dramatic than the complete arrest observed with TBR-760 treatment (Fig. 8). The pituitary weights of all animals except TBR-760– and vehicle-treated were taken after the 8-week study and compared with the pituitary weight of untreated, tumor-bearing controls. The pituitary weights in DA agonist-treated, SST agonist-treated, and the combination were not significantly different from the pituitaries from untreated, tumor-bearing controls after 8 weeks (Fig. 9A). The small yet significant decrease in tumor volume seen in the low-dose DA agonist-treated mice was not reflected in the final pituitary weight (Fig. 9A), suggesting that the volume measurements in this particular group may have been anomalous, whereas the inhibitory effect of all the other treatment groups on pituitary weights is consistent with the effect on tumor volumes.

**Figure 8.**
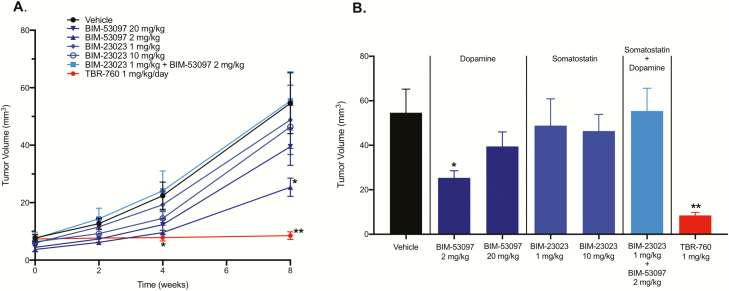
TBR-760 arrests tumor growth compared to its dopamine (DA) and somatostatin (SST) components administered both along with and in combination. A, Tumor volume (mm^3^) from treatment initiation through end of treatment after 8 weeks. B, Tumor volume at the 8-week time point. Data presented as mean ± SEM. DA, BIM-53097; SSTA, BIM-23023. *Significantly different from vehicle, *P* less than .05, n = 6-10. **Significantly different from vehicle *P* less than .001, n = 10.

**Figure 9.**
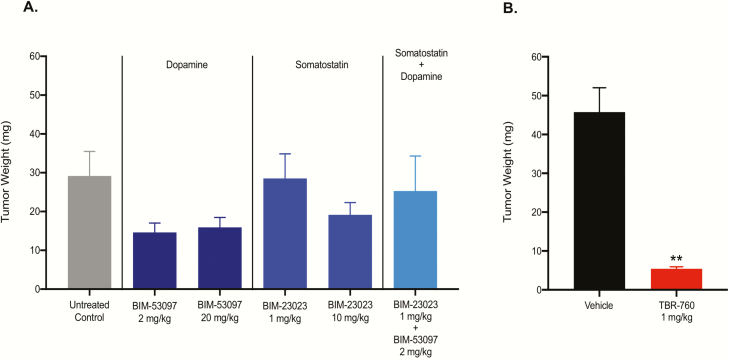
Tumors from mice treated with TBR-760 were significantly smaller than tumors from vehicle-treated mice. Treatment with either dopamine or somatostatin agonists given alone or in combination had no significant effect on tumor size. A, Tumor weight (mg) of tissue that was collected at the end of the 8-week treatment period and compared with tumors from untreated control (pro-opiomelanocortin knockout) mice. B, Tumor weight of tissue that was collected from the vehicle-treated group at the time of death and for the TBR-760–treated group 2 months after the death of its vehicle-treated littermates. Vehicle mean treatment duration was 98 ± 14.7 days and TBR-760 mean treatment duration was 156 ± 13.7 days. Data presented as mean ± SEM. **Significantly different from vehicle *P* < 0.001, n = 10.

### Survival of TBR-760–treated vs vehicle-treated mice

Mice treated with vehicle died at an average age of 12 months (range, 11-14.5 months), whereas all TBR-760–treated mice survived an additional 8 weeks (at which time they were euthanized) past the spontaneous death of their vehicle-treated paired mouse (Fig. 10). The TBR-760–treated mice survived significantly longer than the vehicle-treated mice (*P* < .002), with a mean survival duration for the vehicle-treated mice of 98 ± 12.7 days and 156.3 ± 10.6 days for the TBR-760–treated mice. At the time of spontaneous death in the vehicle-treated group, and the time of death in the TBR-760–treated group, tumor volumes were 54.61 ± 10.61 vs 8.50 ± 1.34 mm^3^, respectively. (Fig. 8B). The final tumor weights of TBR-760–treated mice and vehicle-treated mice were significantly different: 5.42 ± 0.52 vs 45.76 ± 6.28 mg, respectively (*P* < .001)(Fig. 9B).

**Figure 10.**
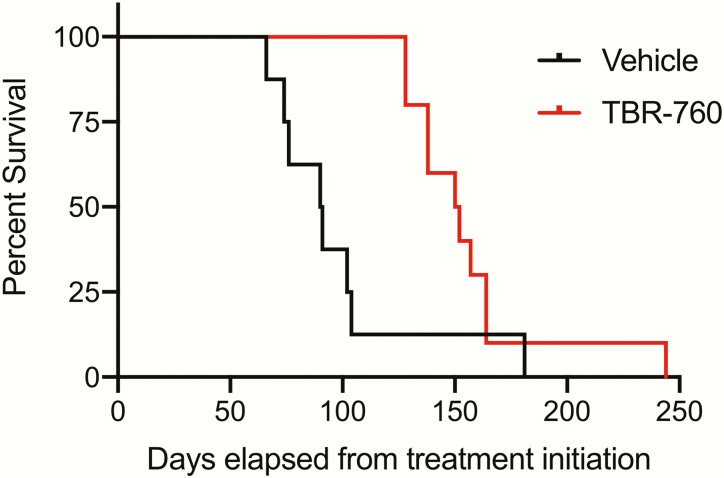
TBR-760 treatment prevents death in tumor-bearing mice. Survival curves comparing vehicle- and TBR-760-treated mice. TBR-760–treated mice were euthanized approximately 60 days after the spontaneous death of a vehicle treated littermate, n = 10. Curves are significantly different, *P* less than .02, n = 10.

### Pharmacokinetics of TBR-760, the dopamine analogue, and the somatostatin analogue

Pharmacokinetic characteristics of TBR-760, its component DA analogue, and SST analogue, were analyzed after a 4-mg/kg subcutaneous dose. The SST analogue displayed fast absorption, resulting in a high C_max_ and comparatively faster clearance than the DA analogue or TBR-760 (Fig. 11). In contrast, the DA analogue displayed a slow and sustained absorption resulting in a much slower clearance. These characteristics appear to merge in the TBR-760 pharmacokinetic profile, with faster absorption and higher C_max_ than the DA analogue, but much slower, prolonged absorption and clearance as compared with the SST analogue.

**Figure 11.**
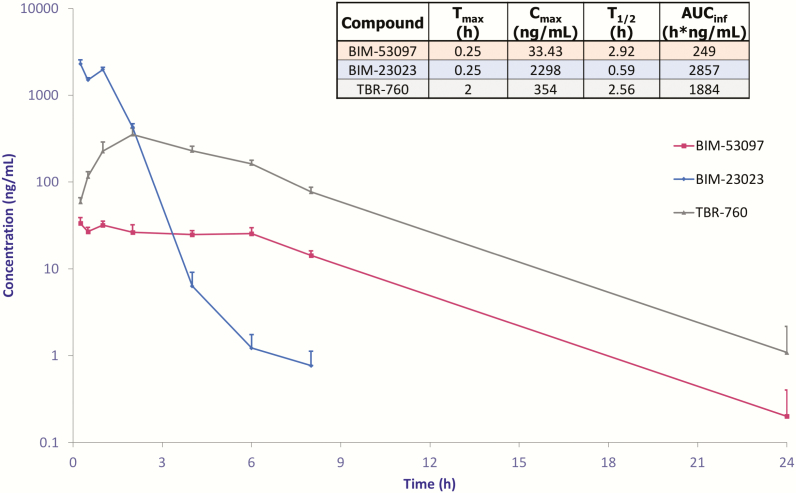
Subcutaneous pharmacokinetic profile. Pharmacokinetics curves after subcutaneous administration of TBR-760, dopamine agonist (BIM-53097), and somatostatin agonist (BIM-23023) in pro-opiomelanocortin knockout mice. Data are expressed as plasma concentration (ng/mL), n = 4.

## Discussion

The lack of medical therapy for patients with NFPAs exposes them to compounding comorbidities from the current reliance on neurosurgery and radiotherapy both as first-line and subsequent therapies (7, 37). These patients require lifelong monitoring for tumor recurrence or tumor remnant growth, and because first-line neurosurgical treatment is not curative in many cases, a significant number of patients undergo further neurosurgery and/or radiotherapy associated with a considerably higher degree of morbidity and mortality (38-41). Treatment with DA and SST analogues have shown some degree of efficacy in slowing progression but have not been rigorously tested in randomized clinical trials and are not approved for treatment of patients with NFPAs (1, 15, 16, 21, 42, 43).

In this study, we used a mouse model that spontaneously develops aggressive NFPAs to examine the impact of a potential new treatment modality, a chimeric DA-SST compound, on NFPA growth. The relevance of the tumors produced in this model to human NFPAs was demonstrated by similar differential expression of 154 genes belonging to common pathways. These gene expression similarities are intriguing given that the POMC KO mouse pituitary tumors appear to develop from melanotrophs, whereas human NFPAs originate from gonadotrophs. 

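Markers of thyrotrophs and somatotrophs were mostly lower in heterozygous tumors than in normal pituitary, and some of them were called in the homozygous sample too. Markers of melanotrophs and corticotrophs were mostly not called. Of 8 melanotroph and corticotroph markers tested, 1 was higher and 2 were lower in heterozygous tumors, and in the homozygous sample only Pomc was called, as lower (the same counts when adjusted over the list alone). The higher gene was Pax7, the transcription factor of melanotroph identity, with a log2 signal of 11.19 ± 0.26 (SD, n = 4) in heterozygous tumors, 10.38 in the homozygous sample and 9.71 in normal pituitary. Its log2 fold change was 1.48 (standard error 0.20, adjusted p = 0.00262 from limma) and 0.66 (standard error 0.28, adjusted p = 0.273). The lower genes were Crhr1, a receptor of corticotrophs, at -1.44 (adjusted p = 0.000793) and 0.80 (adjusted p = 0.0869), and Neurod1, at -2.84 (adjusted p = 0.000200) and -0.04 (adjusted p = 0.951). Tbx19, which drives Pomc transcription, was at 0.33 (adjusted p = 0.374) and -0.10 (adjusted p = 0.912). These 4 genes were singled out after their values were seen. In heterozygous tumors Crhr1 and Neurod1 lay at 5.28 and 4.05, under the median of all values, so the size of their changes is not exact.
All 5 thyrotroph markers were lower in heterozygous tumors, and 2 of them, Gata2 and Foxl2, in the homozygous sample (5 and 2 over the list alone). Without either normal sample 3 were lower in heterozygous tumors and none in the homozygous one. Gata2, a transcription factor of thyrotrophs and gonadotrophs, was at -3.52 (standard error 0.18, adjusted p = 0.000176) and -2.32 (standard error 0.26, adjusted p = 0.0107). Of 4 somatotroph markers, 3 fell in heterozygous tumors and 1, Rxrg, in the homozygous sample (3 and 2 over the list alone), and without either normal sample 1 and 0 did. Gh itself was at -0.70 (standard error 0.35, adjusted p = 0.196) and -0.14, and Prl, the lactotroph hormone, at -0.25 (standard error 0.29, adjusted p = 0.566) and 0.32. Both lie near the top of the array's scale in normal pituitary (14.86 and 14.72), which can hide a change, and a further probe of Gh was at -1.27 in heterozygous tumors (adjusted p = 0.153). None of 3 lactotroph markers was called (1 lower in heterozygous tumors over the list alone). Neither gene listed as a lineage factor of these cells was tested.
Other cells of the gland were also measured. Of 5 pituicyte and glial markers, 3 were lower and 1 higher in heterozygous tumors, and Slc1a3 was lower in the homozygous sample (over the list alone 3 lower and 1 higher in each). For fibroblast and pericyte markers 1 of 11 was higher, Acta2, and 3 lower in heterozygous tumors, and Acta2 was higher in the homozygous sample (over the list alone 1 higher in each, and 3 and 2 lower). Folliculostellate and stem cell markers gave 1 higher and 2 lower of 11, endothelial markers 1 lower of 10 and neuron markers 1 higher and 1 lower of 10 in heterozygous tumors, and none in the homozygous sample. Over the list alone, folliculostellate markers gave 1 higher and 1 lower in the homozygous sample and neuron markers 2 lower in heterozygous tumors. Of 3 lymphocyte markers, Cd3d was higher in the homozygous sample, at 1.17 (adjusted p = 0.0426, with a normal level of 4.96, under that median), and none in heterozygous tumors. The 1 erythrocyte marker tested, Alas2, was not called (-0.91 and -0.57).
The thyrotroph list was enriched among genes lower in both genotypes (one-sided Fisher's exact test, adjusted p = 0.00914). By camera with the preset correlation the thyrotroph and somatotroph lists were lower in heterozygous tumors (adjusted p = 2.83e-05 and 0.00932), and with an estimated correlation the adjusted p was 0.266 and 0.374.

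**Figure D4:**
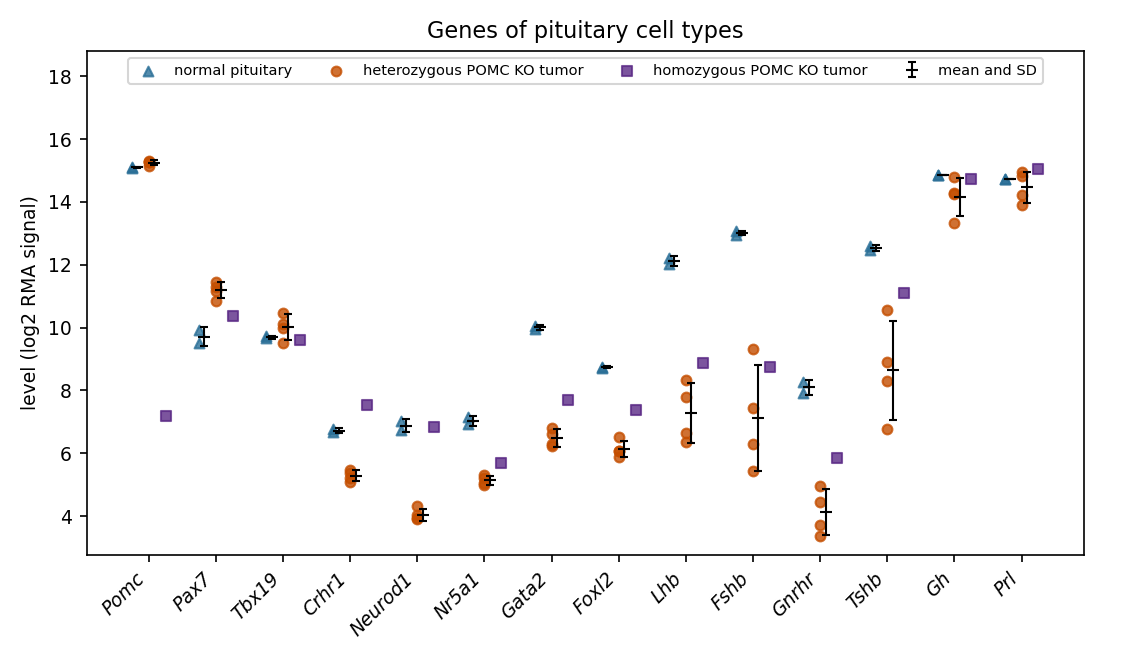
Log2 signal of 14 genes of pituitary cell types in each of the 7 samples (2 normal, 4 heterozygous and 1 homozygous), with mean and SD where a group has more than 1 sample. Pomc lies at 7.18 in the homozygous sample, below all others, and Gata2 lies below its normal level of 10.01 in each tumor sample.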

Most interesting, although the POMC KO tumors originate from a pituitary cell lineage different from human NFPA, the POMC KO mouse tumors display enhancement of genomic pathways that are typically associated with the gonadotroph lineage of human NFPAs, including gonadotropin-releasing hormone signaling, gonadotropin regulation, and progesterone signaling.

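Several genes of the gonadotroph lineage were lower in the POMC KO tumors than in normal pituitary. Of 20 genes of gonadotropin regulation, 7 were lower and none higher in heterozygous tumors, and 4 were lower and 1 higher in the homozygous sample (8 lower in heterozygous tumors, and 6 lower and 1 higher in the homozygous sample, when adjusted over the list alone). The higher gene was Pitx1, a pituitary transcription factor, at 1.14 (adjusted p = 0.0396), named after its values were seen. Its other probe was lower, at -1.56 in heterozygous tumors (adjusted p = 0.00391) and -1.38 in the homozygous sample (adjusted p = 0.0806), so the direction of Pitx1 is not settled. The 4 lower in both were the transcription factor genes Nr5a1, Nr0b1, Foxl2 and Gata2. Foxl2 and Gata2 are also thyrotroph markers, and all 5 of those were lower in heterozygous tumors. Lower there too were 3 of 4 somatotroph markers and 3 of 5 pituicyte and glial markers (1 higher). The falls are thus not limited to the gonadotroph lineage, and whether they share a source was not tested. Xist was high in the homozygous sample and low in normal pituitary, so sex could add to the falls in that sample. Heterozygous samples 1-2 and 5-6 had low Xist, as normal pituitary did. There Gata2 lay at 6.23 and 6.61 (normal 10.01), and Foxl2 at 6.07 and 6.09 (normal 8.74). Nr5a1, which encodes steroidogenic factor 1, a transcription factor of gonadotrophs, had a log2 fold change of -1.89 in heterozygous tumors (standard error 0.13, adjusted p = 0.000329 from limma) and -1.35 in the homozygous sample (standard error 0.19, adjusted p = 0.0200). Nr0b1 was at -3.14 and -1.89, and Foxl2 was 6.06-fold and 2.56-fold lower. The sizes for Nr0b1 and Nr5a1 are not exact, since both lay under the median of all values in the tumors. Of 7 gonadotroph markers, 5 fell in heterozygous tumors and 2, Nr5a1 and Nr0b1, in the homozygous sample (6 and 5 over the list alone). Lhb and Fshb, the hormone subunit genes, and Gnrhr, the receptor for gonadotropin-releasing hormone, were singled out after their values were seen. They were at -4.84 (standard error 0.53, adjusted p = 0.00127), -5.89 (standard error 0.93, adjusted p = 0.00511) and -3.97 (standard error 0.42, adjusted p = 0.00106) in heterozygous tumors. In the homozygous sample they were at -3.25 (adjusted p = 0.0749), -4.26 (adjusted p = 0.151) and -2.25 (adjusted p = 0.101), and each was called there with the 12 arrays as separate samples. Gnrhr lay at 4.13 in heterozygous tumors, also under that median. Cga, the common subunit gene, was at -2.19 (adjusted p = 0.0612) and -0.43, from a level of 14.73 in normal pituitary, near the top of the array's scale, which can hide part of a change.
Of 21 genes of gonadotropin-releasing hormone signaling, 4 were lower and none higher in heterozygous tumors, and 1 was lower in the homozygous sample (4 and 1 over the list alone). That gene was Adcyap1r1, a receptor for the peptide PACAP, at -2.03 (standard error 0.13) and -1.45 (standard error 0.18). Of 13 progesterone signaling genes, 2 were lower in both and none higher (2 and 2 over the list alone). They were Paqr8, a membrane receptor for progestins, at -1.83 and -1.30, and Fkbp5, a cochaperone of steroid receptors, at -1.62 and -2.36. Fkbp5 is also in the list of glucocorticoid-induced genes, of which 3 of 18 were lower in both. The gonadotropin and progesterone topics come from the paper's pathway results on these samples.
Gonadotropin regulation and the gonadotroph markers were enriched among genes lower in both genotypes (one-sided Fisher's exact test, adjusted p = 0.000818 and 0.0173), and progesterone signaling was not (adjusted p = 0.0538). By camera with the preset correlation the gonadotropin, gonadotroph and progesterone lists were lower in heterozygous tumors (adjusted p = 9.59e-05, 0.000108 and 0.00773), and the gonadotropin-releasing hormone list was not (0.0798). With an estimated correlation the adjusted p was 0.266 for each of those 3 and 0.479 for the last. By fry these lists were lower in heterozygous tumors (adjusted p = 0.00148, 0.00256, 0.00148 and 0.0352, in that order). Without either normal sample 6 of the gonadotropin regulation genes were lower in heterozygous tumors and none in both genotypes.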

In contrast to the typical human NFPAs, the POMC KO mouse tumors also exhibit differentially expressed genes associated with cell cycle regulation and genomic stability. 

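Some genes of DNA repair and nucleotide supply were higher in heterozygous tumors and in the homozygous sample. Of 19 genes of the DNA damage checkpoint and repair, 8 were higher in heterozygous tumors and 4 in the homozygous sample, and none was lower (8 and 4 when adjusted over the list alone). The 4 were Chek1, Rad51ap1, a gene of homologous recombination, and Tipin and Timeless, which protect the replication fork. Rad51ap1 had a log2 signal of 4.56 in normal pituitary, 7.37 ± 0.28 (SD, n = 4) in heterozygous tumors and 6.79 in the homozygous sample. Its log2 fold change was 2.80 (standard error 0.21, adjusted p = 0.000384 from limma) and 2.23 (standard error 0.30, adjusted p = 0.0171), sizes that are not exact since the normal level lies under the median of all values. Tipin was at 1.84 and 1.42, and Timeless at 1.62 and 1.25. Of 13 genes of dCTP and dUTP metabolism, 6 and 3 were higher (6 and 6 over the list alone). Rrm2, a subunit of ribonucleotide reductase, was at 2.73 (standard error 0.21, adjusted p = 0.000432) and 2.47 (standard error 0.30, adjusted p = 0.0135), and Dut, which removes dUTP, was at 1.92 and 1.64. Dck, a deoxynucleoside kinase, was the other, at 1.83 and 1.18. Each of these genes was higher in 4 of 4 heterozygous samples. Both topics follow the paper's pathway maps from these samples.
Both lists were enriched among genes higher in both genotypes (one-sided Fisher's exact test, adjusted p = 0.000818 and 0.00419). Both were also higher in heterozygous tumors by camera with the preset correlation (adjusted p = 1.85e-07 and 0.000108), and with an estimated correlation the adjusted p was 0.266 for each. In heterozygous tumors 7 of the repair genes were called without normal replicate 1 and 6 without normal replicate 2. In both genotypes the counts were 1 and 0.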

Aberrant DNA replication, damage repair, and chromatin condensation are known factors that lead to genomic instability, a hallmark of tumor initiation, progression, and aggressiveness. Cell cycle genes such as cyclin A2 (*CCNA2*), G1/S-specific cyclin-E2 (*CCNE2*), and serine/threonine-protein kinase Chk1 (*CHEK1*) are aberrantly expressed. 

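Ccna2, Ccne2 and Chek1 were each higher in the tumors than in normal pituitary, in 4 of 4 heterozygous samples and in the homozygous sample. Ccna2, the cyclin of S phase and mitotic entry, had a log2 signal of 8.14 ± 0.32 (SD, n = 4) in heterozygous tumors, 7.78 in the homozygous sample and 6.11 in normal pituitary. This is a 4.08-fold increase in heterozygous tumors (log2 fold change 2.03, standard error 0.20, adjusted p = 0.000916 from limma) and a 3.17-fold increase in the homozygous sample (1.66, standard error 0.29, adjusted p = 0.0345). Ccne2, the cyclin that starts S phase, was 8.37-fold higher (3.06, standard error 0.15, adjusted p = 0.000172) and 4.49-fold higher (2.17, standard error 0.21, adjusted p = 0.00758). Chek1, the checkpoint kinase, was 5.29-fold higher (standard error 0.11 on the log2 scale, adjusted p = 0.000144) and 3.13-fold higher (1.65, standard error 0.16, adjusted p = 0.00698).
In heterozygous tumors the 3 genes were called without either normal sample. In the homozygous sample the call of Ccna2 was lost without normal replicate 1 (adjusted p = 0.120), without normal replicate 2 (0.137), without heterozygous replicate 3-4 (0.0631) and with the level of Xist as a covariate (0.101), that of Ccne2 without normal replicate 1 (0.0533) and that of Chek1 without normal replicate 2 (0.0511). In these settings the log2 fold change stayed at 1.60 to 1.73 for Ccna2, 2.06 for Ccne2 and 1.65 for Chek1.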

Overexpression of *CCNA2* in mammalian cells is hypothesized to lead to delayed onset of metaphase and anaphase (44). The aggressive behavior and rapid growth of the POMC KO tumors, as compared to the typically more indolent nature of human NFPAs, may be explained by the enrichment of these canonical pathways involved in cell cycle regulation and genomic stability. Additionally, genes known to be related to pituitary tumor aggressiveness, such as securin (*PTTG1*) and fibroblast growth factor receptor 4 (*FGFR4*), are also differentially expressed in the POMC KO mouse tumors (45, 46). 

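Pttg1 and Fgfr4 were higher in heterozygous tumors than in normal pituitary, and the homozygous sample lay between. Pttg1, which encodes securin, the inhibitor of the protease that parts sister chromatids at anaphase, had a log2 signal of 10.70 ± 0.36 (SD, n = 4) in heterozygous tumors, 10.11 in the homozygous sample and 8.86 in normal pituitary. It was 3.59-fold higher in heterozygous tumors (log2 fold change 1.84, standard error 0.22, adjusted p = 0.00186 from limma). In the homozygous sample its log2 fold change was 1.25 (standard error 0.32, adjusted p = 0.0952), past the fold change threshold but not the p threshold. It was called there with the 12 arrays as separate samples (adjusted p = 0.00817), without heterozygous replicate 1-2 (0.0486) and with the mean of its probes (0.0493). Fgfr4, a receptor for fibroblast growth factors, was 6.49-fold higher in heterozygous tumors (2.70, standard error 0.18, adjusted p = 0.000311) and 3.12-fold higher in the homozygous sample (1.64, standard error 0.26, adjusted p = 0.0277). Fgfr4 lay at 4.69 in normal pituitary, under the median of all values, so the size of its increase is not exact. Both genes were higher in 4 of 4 heterozygous samples.
The brightest probe stands for a gene here. With the mean of the probes of Fgfr4 its log2 fold change was 0.92 and 0.42, under the threshold in both genotypes. Without normal replicate 1 or 2, or with the level of Xist as a covariate, the adjusted p of Fgfr4 in the homozygous sample was 0.117, 0.0851 and 0.0745, at log2 fold changes of 1.49, 1.79 and 1.70.
Of the 5 genes that the paper names for tumor growth and aggressiveness, these and Ccna2, Ccne2 and Chek1, 5 were higher in heterozygous tumors and 4 in the homozygous sample (5 and 5 when adjusted over the list alone). The paper chose them on these samples, so the count is not independent evidence of a direction. The list was higher in heterozygous tumors by camera with the preset correlation (adjusted p = 3.03e-06), and with an estimated correlation the adjusted p was 0.266. From the enrichment of cell cycle and genomic stability pathways, the paper proposes an explanation for the rapid growth of these tumors.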

Further, studies have shown a certain percentage (estimates range from 15% to as high as 25%-55%) of adenomas as being classified as atypical, invasive, or aggressive (47, 48). The aggressive behavior of the POMC mouse tumors may model these aggressive human NFPAs in particular.

In addition to the highly similar phenotypic profile and similarities in enhanced expression of genomic pathways that make heterozygous POMC KO mice a viable model for human NFPAs, POMC KO mouse tumors also have an SST and DA receptor expression profile similar to that of human NFPAs, with high expression of D2R and moderate expression of SSTR3 and SSTR2 (15-18). Previous studies have shown very little to no expression of DA receptors 1, 3, 4, and 5 (42). In addition, TBR-760 and its component SST agonist BIM-23023 have both been shown to have minimal binding affinity to SSTR1 and SSTR4, therefore these were not included in the study (23). The DA and SST receptor profile of the POMC KO mouse thus make it an appropriate model for testing the chimeric DA-SST compounds, and an appropriate model for ascertaining the potential effect of the chimeric compound, TBR-760, on NFPA growth.

Treatment with TBR-760 completely arrested established tumor growth in heterozygous POMC KO mice as compared with the substantial growth observed in vehicle-treated mice over the 8-week treatment period. In contrast, treatment with comparable doses of a pure DA analogue, a pure SST analogue, or the combination of the two, had no statistically relevant effect on tumor growth and were not distinguishable from vehicle-only treatment. The one exception was mice treated with the low-dose, 2 mg/kg, DA analogue, which also significantly decreased tumor growth, but much less so than the complete suppression induced by TBR-760. Interestingly, treatment with the DA analogue at the higher dose, 20 mg/kg (10× molar equivalent of TBR-760 dose), or in combination with the SST analogue, had no significant effect on tumor growth. In addition to the potent antiproliferative effect, tumor shrinkage was observed in 20% of the TBR-760–treated POMC KO mice with a mean volume reduction of 45%. Importantly, tumor shrinkage was not observed with the pure DA or SST analogue treatment, either alone or in combination.

One reason for the lack of effect of the pure SST analogue, which is hydrophilic and water soluble, is the fast absorption and consequent rapid clearance that likely prevented compound accumulation. In contrast, the pure DA analogue, which is hydrophobic, has a slow and sustained absorption and slow elimination. Consequently, the slow absorption and clearance of TBR-760 may be due to the hydrophobic nature of the DA moiety, and this may be contributing in part to its efficacy by allowing accumulation of TBR-760 over time, which allows receptor activation by both the DA moiety and the SST moiety for a prolonged period.

In vitro studies of cultured human NFPA cells treated with TBR-760 have shown a significant inhibition of cell proliferation in approximately 60% of NFPAs examined (15). Similar, although less potent, dose-dependent inhibition of cell proliferation was also observed in response to cabergoline, octreotide, and the combination of the two (15). The TBR-760 antiproliferative effect was shown to be at least partially D2R dependent (15). Peverelli et al also observed a similar inhibition of cultured human NFPA cell proliferation in response to TBR-760 and the DA agonist used in the present study, BIM-53097; however, SST2 and SST5 selective analogues had no effect (31). This antiproliferative effect, at least in part, was likely via induced apoptosis, as evidenced by an increase in caspase-3 activity, a crucial component of the apoptotic pathway (31). The mitogen-activated protein kinase pathways, extracellularly regulated kinase 1/2 and p38, were also implicated as intracellular pathways involved in the cytostatic and cytotoxic effects of TBR-760 and the DA agonist (31). Given the strong antiproliferation effects of TBR-760 observed in POMC KO mice, as well as the observed tumor shrinkage, it is plausible that these same pathways are also activated and contribute to the response to TBR-760 in the POMC KO mouse.

Beyond the rapid in vivo clearance of the pure SST analogue, the reasons why the pure DA and SST agonists inhibit NFPA cell proliferation in vitro but do not have a significant effect on tumor growth in the POMC KO mice is unknown. One possibility is the lack of competition with endogenous ligands in vitro that allows unencumbered interaction with the appropriate receptors. It is possible that in vivo competition for the monomeric receptors may limit the potency of a pure SST or DA agonist at its respective receptors, especially when rapidly cleared as in the case of the pure SST analogue. In contrast, the competition for unique binding sites on the heterodimers formed between SSTR2 and D2R may not be a factor and may allow much greater access and potency for chimeric DA-SST compounds like TBR-760. Baragli and colleagues reported that when D2R and SSTR2 form heterodimers in the presence of select ligands, increased affinity for DA and augmented signaling was observed (24). Other researchers have shown heterodimer formation between DA and SST receptors and other G-protein–coupled receptors with enhanced functional activity (25, 28). It is therefore possible that an enhanced ability of the chimeric TBR-760 to bind with greater affinity or modulate activity of these heterodimers may contribute to the greater effect on tumor growth than the DA or SST agonists alone or in combination.

The enhanced in vivo activity of TBR-760 compared to the pure DA and SST agonists may also be due to the existence of a known metabolite. In clinical trials of TBR-760 for the treatment of acromegaly, single-dose administration of TBR-760 resulted in significant, sustained suppression both of GH and PRL; however, with chronic, repeated administration the suppression of GH/insulin-like growth factor 1 gradually waned to become similar to that of SST agonists alone, whereas the suppression of PRL remained profound. It was discovered that a high concentration of a potent dopaminergic metabolite accumulated rapidly with multiple repeat doses of TBR-760 (22, 23). It is believed that the excess concentrations of the dopaminergic metabolite occupied the majority of DA receptors and prevented the formation of heterodimers between DA and SST receptors. Consequently, the ability of TBR-760 to suppress GH was impeded. Although this accumulating dopaminergic metabolite was problematic for the treatment of acromegaly, this mechanism may be aiding the in vivo suppression of NFPA growth by TBR-760. In NFPAs, expression of DA receptors is significantly higher than that of SST receptors. Consequently, it is likely that there are sufficient DA receptors to bind and respond to the high level of metabolite, while still having sufficient receptors to form heterodimers with the SST receptors and interact with the parent compound, TBR-760. The antiproliferative response of NFPAs to dopaminergic agonists has been demonstrated both in vitro (15, 31) as well as in clinical studies (19, 21). The full contribution of the metabolite to the combined effect with the parent TBR-760 compound on NFPA growth in vivo cannot be fully quantified; however, the present study clearly demonstrates that TBR-760 potently and completely arrests aggressive NFPA growth in the POMC KO mouse model.

The impact of TBR-760 suppression of NFPA growth in the POMC KO mouse was further demonstrated by the prevention of tumor-induced mortality. Mice treated with vehicle died at an average age of 12 months, whereas all TBR-760–treated mice survived as long as TBR-760 treatment was maintained, and at least until death 8 weeks after the spontaneous, tumor-induced death of their vehicle-treated paired mouse. Although it is not known how long the mice would have lived with continued TBR-760 treatment, it is unlikely that tumor growth would have been a contributing factor to their eventual death.

Possible limitations of the study include a lack of understanding as to the mechanism by which deletion of one or both copies of the *POMC* gene results in the consistent, spontaneous development of aggressive, nonfunctioning pituitary adenomas. Another possible limitation is that tumors in the POMC KO mice appear to originate from melanotrophs and not gonadotrophs, as in humans. However, the genomic and receptor expression profiles both of the POMC KO mouse and human tumors are very similar, and certain genes associated more with gonadotrophs than melanotrophs are expressed in the POMC KO mouse tumors.

This study has established the POMC KO mouse as a highly relevant model for the study of human NFPAs. It has also demonstrated that treatment with the DA-SST chimeric compound TBR-760 arrests and shrinks established NFPAs in POMC KO mice. Considering the unmet medical need due to the limited and less-than-optimal treatment options for patients with NFPAs, the results of this study support the clinical evaluation of TBR-760 in patients with NFPA. The potential to develop TBR-760 as a therapy for patients with NFPAs as an alternative to invasive repeat surgery and irradiation and to help avoid well-documented comorbidities of the disease and current treatment options is an exciting and important prospect.

## Abbreviations

D2R: dopamine type 2 receptor
DA: dopamine
GH: growth hormone
KO: knockout
NFPA: nonfunctioning pituitary adenoma
PCR: polymerase chain reaction
POMC: pro-opiomelanocortin
PRL: prolactin
RT: reverse transcriptase
SST: somatostatin
SSTR2: somatostatin type 2 receptor
TSS: transsphenoidal surgery

How the deposited data were processed for this re-analysis (not part of the article)

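Expression was measured on 12 Affymetrix Mouse Genome 430 2.0 arrays: 8 of pituitary tumors from heterozygous POMC KO mice, 2 of tumors from homozygous POMC KO mice and 2 of normal mouse pituitary. The authors made the deposited log2 values with the Robust Multichip Average algorithm, and the sample labels name Affymetrix Expression Console for this step, with no version. The paper's methods name GeneSpring GX 9.2 for the same step. Raw image files, detection calls and scan dates were not used here, so the paper's filter on absolute calls was not applied. The human arrays and the lists of shared and mouse-specific genes were not analysed here.
Of the probe sets, 64 were controls, 34945 named 1 gene, 932 named several and 9160 named none. A probe was tested when its value was at or above the median of all values (5.74) in at least 2 arrays, which left 24486 probes and 12316 genes of 18194 on the array. Where a gene had several tested probes, the one with the highest mean stands for it. Limma 3.58.1 in R 4.3.3 fitted a linear model with empirical Bayes moderation and p-values adjusted by the Benjamini-Hochberg method. A probe was called at the paper's thresholds, an adjusted p under 0.05 and a fold change over 2. A probe called in both genotypes had the same sign in each. On simulated data with 200 changed probes, a log2 change of 1.5 was recovered for 95% of them in heterozygous tumors and 84% in the homozygous sample, and one of 2.5 for 100% and 96%. Of 24486 probes, 3 and 7 were called falsely and 0 in both.
The comparisons, thresholds, gene lists and alternatives were fixed before the data were examined, except as follows. The planned fit took the 12 arrays as separate samples. The tumor arrays proved to fall in 5 pairs, within which they are more alike than the 2 normal arrays or arrays of different heterozygous pairs, so the 2 arrays of a pair were averaged and the fit has 7 samples (4 heterozygous, 1 homozygous, 2 normal) and 4 residual degrees of freedom. This was decided from the likeness of the arrays and before any probe was called. The pairing is inferred from the values, and the series description counts each array as a mouse. The alternatives added after the data were seen are the 12 arrays as separate samples, the pair as a random block, both arrays of a heterozygous pair left out, the level of Xist as a covariate, a fit without the low-Xist tumors, a one-way test over the 3 genotypes on 12 arrays, and the arrays numbered 1 and 2 with pairs averaged.
Gene lists were tested by counts of called members, by counts adjusted over the list alone, by a one-sided Fisher's exact test among genes called in both genotypes, and by camera with its preset correlation of 0.01, with an estimated correlation, and fry as an alternative. Lists with fewer than 3 tested genes, the erythrocyte markers (1) and the lineage factor list (0), had no camera test. The genes named are the targeted gene, those the paper names, the dopamine and somatostatin receptors, those with the largest changes in both genotypes and between the genotypes, and up to 4 members of each list with the largest changes among those called in both, or the brightest members where fewer than 2 were. Pax7, Tbx19, Pcsk1, Crhr1, Neurod1, Lhb, Fshb, Cga, Gnrhr, Tshb, Mki67 and Pitx1 fall outside this rule.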

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

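The tests of repeat arrays, of probes between the genotypes, of deletion of both alleles and of Klk1 were chosen only after the result was seen, and the test of sex on probes called in both was written after the counts with Xist as a covariate were known. The tests of sex without the low-Xist tumors were added after the other results, with their bounds set before their own values were seen, and the normal samples were split after that.
The tumor arrays fall in pairs. The spread within a pair in the 1000 most variable probes was at most 1.93 times that in the 1000 least variable ones, against 10.9 to 16.7 times between arrays of different heterozygous pairs. This is consistent with 2 arrays of the same RNA in each pair. The 2 normal arrays, counted as 2 samples, had a ratio of 2.00, so a low ratio alone does not tell repeat arrays from separate samples of like tissue. What sets the tumor pairs apart is their spread over all probes, 0.125 to 0.143 (SD) against 0.302 between the normal arrays. The series description counts 8 and 2 mice, and which holds stays open.
The homozygous sample differs from heterozygous tumors, a comparison the paper does not report, at 61 probes (52 higher, 9 lower). This count depends on which heterozygous samples are used. Without replicate 7-8 it was 234 (178 higher, 56 lower), and without 1-2, 3-4 or 5-6 it was 44, 34 and 42. By the test of the difference itself, the log2 difference was -8.07 for Pomc, 2.75 for Vip, 5.43 for Grp, 4.61 for Slc25a31, 3.06 for Qrfpr, 3.05 for Cbln1, 3.02 for Wfdc18, -2.43 for Ola1, -2.36 for Prss53, -1.89 for Dio1, -1.81 for Hrh1, 2.25 for Crhr1 and 2.80 for Neurod1, the last 2 chosen after their values were seen. In heterozygous tumors Vip, Grp, Slc25a31, Qrfpr, Wfdc18, Crhr1 and Neurod1 lay at 3.56, 4.16, 2.97, 3.00, 5.55, 5.28 and 4.05, and in the homozygous sample Prss53 and Hrh1 at 5.50 and 5.40, all under the median of all values, and Pomc lay near the top of the scale, so the size of these differences is not exact. By camera with the preset correlation, lists higher in the homozygous sample were markers of somatotrophs (adjusted p = 0.0363), thyrotrophs (1.40e-07), gonadotrophs (0.000114), endothelial cells (0.000107) and lymphocytes (0.0158), gonadotropin regulation (0.000154), the ESR1 nuclear pathway (0.0363), WNT signaling (0.0236), axon guidance (0.0363) and neuropeptides (0.0383). Lists lower there were macrophage markers (0.000114), metaphase checkpoint (0.00177), chromosome condensation (0.000691), start of DNA replication (7.53e-07), polymerases and fork (4.44e-06), the G1/S list (0.0386), spindle and kinesins (1.60e-05), DNA damage and repair (1.60e-05), dCTP and dUTP metabolism (0.0291), the aggressiveness genes (0.000114) and extracellular matrix (0.000693). With an estimated correlation none of these lists passed.
On the first principal component the homozygous sample lay at 2.66, between heterozygous tumors and normal pituitary. More normal tissue in that sample was tested as the explanation for that place. The linear share of normal tissue that would place it had a median of 0.498 over probes higher in heterozygous tumors and 0.245 over lower ones, a difference of 0.253. That is over the 0.2 set beforehand, so by that bound it speaks against normal tissue alone as the explanation. The quartile ranges of single probes overlap (0.336 to 0.643 and 0.0869 to 0.461) and 1 homozygous sample was measured, so some normal tissue stays possible. Of the 61 probes, 39.3% lay outside the range from normal to heterozygous by over 1 log2 (20 above, 4 below), which normal tissue alone does not give, and with 1 homozygous sample an effect of deleting both alleles could not be tested.
Xist, expressed in female cells, was low (at most 5.07) in both normal samples and heterozygous samples 1-2 and 5-6, and high (at least 10.9) in the other tumors. Sex could therefore add to tumor against normal differences. Of the 468 probes called in both genotypes, 459 (98.1%) also changed over 2-fold in that direction in the low-Xist heterozygous tumors, but these tumors took part in the calls, so this decides nothing. In a fit without them, 814 probes were called in the homozygous sample and 2043 in the high-Xist heterozygous tumors. Of these, 552 (67.8%) and 1293 (63.3%) changed in that direction in both low-Xist tumors, each by over 1 log2 from both normal samples, which speaks against sex as their source. Among all probes, 3.26% were higher and 3.42% lower in the low-Xist tumors by the same rule. The calls and this check share the normal samples. With calls made against 1 normal sample and checked against the other, the shares were 71.0% and 63.1% in the homozygous sample, and 62.3% and 60.7% in the high-Xist heterozygous tumors. These calls rest on 1 normal sample, with 1 homozygous sample against it, so the split cannot decide the question by itself. For the other 262 and 750 probes, Xist and the Y-linked genes Eif2s3y, Kdm5d and Uty among them, sex stays open. With the level of Xist as a covariate in the fit of all samples, 356 probes were called in both (132 higher, 224 lower, against 247 and 221 without it), and 188 of the 468 probes kept their call. Probes called in the homozygous sample were then 165 higher and 243 lower, against 308 and 263, so the balance turned there. For the 280 that lost it the median log2 fold change in the homozygous sample, in the direction of the call, was 1.42 without and with the covariate. Their median standard error rose from 0.24 to 0.30, and the adjusted p of 277 of them rose past the threshold. Whether the larger standard error alone did this was not tested. For Klk1, on the probe of Fig. 1, high-Xist heterozygous tumors exceeded low-Xist ones by 2.87 on the log2 scale, more than the largest range within either (1.03), and low-Xist tumors exceeded normal pituitary by 2.73. On that probe, Klk1 level may thus follow sex as well as tumor. On the brightest probe of Klk1, low-Xist tumors (8.88 and 9.01) lay near normal pituitary (8.94), and high-Xist ones lay at 9.54 and 9.88. Another probe moved as that of Fig. 1 did, and a further one showed no rise.
Among 169 genes, 10 had a heterozygous sample set apart from the other 3 relative to their range (gap over range above Dixon's 95% critical value), and chance gives about 1 in 20. In sample 5-6 these were Mcm7 (0.865), Tk1 (0.841), Slc25a31 (0.845), Ncapg (0.872), Mcm6 (0.913), Pole2 (0.844) and Prim1 (0.898). For Slc25a31 the ratio reflects a narrow range of 0.054 on the log2 scale. Its level of 2.93 in sample 5-6, against the nearest at 2.98, lay under the median of all values. In sample 1-2 they were Ccnd1 (0.843) and Fos (0.896), and in sample 7-8 Id2 (0.863). Macrophage markers, which the paper does not discuss, had a median log2 fold change of 1.51 in heterozygous tumors.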

How the results depend on the processing

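The settings with all 12 arrays separate or with the pair as a random block, with arrays 1 and 2 averaged, without a heterozygous pair, without the low-Xist tumors or with Xist were chosen only after the data were seen. No called gene among those followed through the settings turned its direction. Pitx1, named later, was not followed, and its 2 probes differ in direction. Of the values of named genes under an alternative, 7343 kept their side of the threshold, 109 passed it anew and 322 lost it, and of list values 1851, 43 and 84. Most gene calls were lost without normal replicate 1 (87) or 2 (85). Counts below are probes in the homozygous sample, probes between the genotypes, probes in both genotypes and genes in both. The cause was not tested except where the setting has fewer samples or probes.
With 12 arrays as separate samples they were 1203, 498, 929 and 676, with 8 lists enriched among lower genes. With the pair as a random block they were 940, 222, 748 and 544. With only arrays 1 and 2 of each group, taken separately, they were 1412, 1284, 1049 and 759, with 9 lists enriched among lower genes. The same with a replicate block gave 1413, 1283, 1049 and 760. The numbers 1 and 2 are shared across groups by number alone, and differences between them correlated at 0.0677, -0.0229 and -0.00261 between groups. With these pairs averaged the counts were 1001, 515, 778 and 583. In the 2 planned settings arrays were kept separate, since averaged pairs with a block leave no residual degrees of freedom. If the pairs are repeat arrays, the settings with only arrays 1 and 2 hold 1 tumor of each genotype.
The stricter filter gave 336, 15, 275 and 203, and 1142 probes in heterozygous tumors. No filter gave 97 between the genotypes and array weights 103. A fit of only the groups compared gave 1001, 33, 760 and 568. Treat gave 78, 31, 59 and 45, with 1120 in heterozygous tumors. An adjusted p under 0.01 gave 56, 30, 43 and 31. With no fold change minimum 5423 probes were called in heterozygous tumors. A one-way test over the 3 genotypes called 225 probes and 185 genes in both, and 1010 and 728 on 12 arrays. All tumors as 1 group gave 1715 and 1180. Housekeeping centring moved the median log2 fold change of all probes in heterozygous tumors from 0.03 to -0.08. Pgk1, a gene of that list, was itself higher there (1.05).
Leave-one-out settings, pairs included, gave 64 to 654 probes in the homozygous sample, 33 to 234 between the genotypes, and 51 to 520 probes and 38 to 391 genes in both. Lists enriched among higher genes numbered 0 to 11 and among lower genes 0 to 7. With a normal sample left out, the lone one is assumed to vary like the other groups. By camera with an estimated correlation, 0 lists passed in heterozygous tumors and 0 in the homozygous sample. Lists with an estimated correlation under the preset 0.01, such as WNT (-0.0232), failed too. Failing there thus does not show that correlated genes made a result. By fry, 68 list values kept their side of the threshold, 11 passed it anew and 7 lost it. Signal near background limits probes under the filter, and signals near the top of the scale limit Pomc, Gh, Prl and Cga.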

Differences from the paper's values

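The settings with the 12 arrays kept separate (the one-way test on them included), with the pair as a random block, with arrays 1 and 2 averaged and with a heterozygous pair left out were chosen only after the data were seen. The numbers of probes and genes called in both genotypes, 468 and 349, lie within 1.5 times the paper's 425 and 373. Among alternatives set before the data were examined, the stricter filter, the fit of only the groups compared, treat, an adjusted p under 0.01, arrays 1 and 2, the one-way test over the 3 genotypes, all tumors as 1 group and either normal sample left out fall outside that range for both, and array weights for probes only. The fold changes of the 15 probes drawn in Fig. 1 match those printed there, at the digits printed, in both genotypes, except for Scd1 in the homozygous sample (-4.05 here, about -4.1 in Fig. 1, read by eye).
The paper draws these 15 probes as differential in both genotypes. All 15 were called here in heterozygous tumors and 6 in both: Plat, Scd1, Gldc, Fkbp5, Shcbp1 and a probe with no gene named. The other 9 passed the fold change but not the p threshold in the homozygous sample, for example Klk1 (adjusted p = 0.144) and Pdyn (0.0550). Settings that call more of the 15 are arrays 1 and 2 with or without the replicate block (15), all tumors as 1 group (15), the fit of only the groups compared (14), array weights (9), trend (7) and housekeeping centring (7). Of those chosen after seeing the values, the one-way test on 12 arrays calls 15, 12 arrays as separate samples 14, arrays 1 and 2 averaged 14, the random block 11, and without heterozygous replicate 5-6 or 7-8 each 8. These drop 0, 1, 1, 4, 7 and 7 of the 15.
The paper names Pttg1 among genes differentially expressed in the tumors. It was called here in heterozygous tumors and not in the homozygous sample (log2 fold change 1.25, adjusted p = 0.0952). Set before the data were examined, arrays 1 and 2 and the mean of its probes (adjusted p = 0.0493) call it there. Chosen after seeing the values, 12 arrays as separate samples (0.00817), the random block (0.0155) and without heterozygous replicate 1-2 (0.0486) also do. If the pairs are repeat arrays, arrays 1 and 2 hold 1 tumor of each genotype, and the 12 arrays hold 1 homozygous tumor. Calls that take such arrays as separate samples do not reflect the spread between tumors.
The paper describes enhancement of gonadotroph pathways in the tumors. Its pathway enrichment was run on genes shared with human NFPAs, and its text does not give the direction of single members. Here, in lists of known genes on these topics, more called members were lower than higher. These lists were made without the human genes, so the counts do not test that enrichment. In both genotypes 4 of 20 gonadotropin regulation genes, 1 of 21 gonadotropin-releasing hormone signaling genes and 2 of 13 progesterone signaling genes were lower and none higher. Of the progesterone signaling genes, Fkbp5 is also in the list of glucocorticoid-induced genes. Sex could add to the changes in the homozygous sample, since Xist was high there and low in normal pituitary. In the homozygous sample 1 gonadotropin regulation gene, Pitx1, was higher (1.14) on the probe that stands for it, while its other probe was lower (-1.38, adjusted p = 0.0806).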

Other observations

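None of the values below was tested for a cause, and all are from the planned lists. Of 6 dopamine and somatostatin receptor genes tested, 2 were higher and 2 lower in heterozygous tumors, and Sstr5 was lower in the homozygous sample (2 and 2, and 1 higher and 1 lower, when adjusted over the list alone). Drd2, the dopamine receptor of the pituitary, had a log2 signal of 11.15 in heterozygous tumors (n = 4), 10.42 in the homozygous sample and 10.41 in normal pituitary, and was not called. Sstr5 was at -1.42 (standard error 0.12, adjusted p = 0.000548) and -1.67 (standard error 0.17, adjusted p = 0.00899). Sstr1 was higher in heterozygous tumors (1.88, adjusted p = 0.00519) and Sstr4 too (1.56, adjusted p = 0.00471), the latter not without normal replicate 1. Sstr2 was lower in heterozygous tumors (-1.18, adjusted p = 0.0198), but not without normal replicate 1 or 2, and its change was under 2-fold with the level of Xist as a covariate or without heterozygous replicate 7-8. Sstr3 was at -0.97 (adjusted p = 0.00320), under the fold change threshold, and was called as lower in both genotypes with the mean of its probes. The call of Sstr5 in the homozygous sample was lost without normal replicate 1 or 2. Sstr1 in normal pituitary and Sstr2, Sstr3 and Sstr5 in heterozygous tumors lay under the median of all values, so the size of their changes is not exact.
Of 18 glucocorticoid-induced genes, 5 were lower and 1 higher in heterozygous tumors and 3 lower in the homozygous sample (5 lower and 1 higher, and 5 lower, over the list alone). The 3 were Fkbp5, Zbtb16 (-1.87 and -2.58) and Pdk4 (-2.16 and -1.87, to tumor signals under the median of all values), and the list was enriched among lower genes (one-sided Fisher's exact test, adjusted p = 0.00812). By camera the list was lower in heterozygous tumors (adjusted p = 0.0237), with adjusted p = 0.393 with an estimated correlation.
Of 15 neuropeptide and feeding hormone genes, 4 were higher and 6 lower in heterozygous tumors and 1 higher and 3 lower in the homozygous sample (4 and 6, and 4 and 5, over the list alone). Lower in both were Vip (-4.25 and -1.51) and Nmu (-1.97 and -1.18). Of 15 genes of phagocyte, IL-10 and MIF pathways, 7 were higher and 1 lower, and 2 and 1 in the homozygous sample (7 and 1, and 4 and 1, over the list alone), with Socs3 higher (1.65 and 1.23) and Ptges lower (-1.64 and -1.56) in both. In heterozygous tumors 9 of 12 macrophage markers were higher as well, and whether these rises share a source was not tested. Of 17 steroid and cholesterol synthesis genes, 2 were lower in each genotype and none higher (the same over the list alone), Scd1 (-1.66 and -2.02) and Elovl6 (-1.25 and -1.05). Vip, Nmu and Ptges lay at 3.56, 4.18 and 5.48 in heterozygous tumors, under the median of all values, so the size of their changes is not exact. Of 16 prohormone processing and granule genes, 2 were higher and 1 lower in heterozygous tumors and none in the homozygous sample (the same over the list alone). Of 9 housekeeping genes, Pgk1 was higher in heterozygous tumors (1.05) and none changed in the homozygous sample (the same over the list alone).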
